# Dynamic YAP expression in the non-parenchymal liver cell compartment controls heterologous cell communication

**DOI:** 10.1007/s00018-024-05126-1

**Published:** 2024-03-04

**Authors:** Kaijing Liu, Lilija Wehling, Shan Wan, Sofia M. E. Weiler, Marcell Tóth, David Ibberson, Silke Marhenke, Adnan Ali, Macrina Lam, Te Guo, Federico Pinna, Fabiola Pedrini, Amruta Damle-Vartak, Anne Dropmann, Fabian Rose, Silvia Colucci, Wenxiang Cheng, Michaela Bissinger, Jennifer Schmitt, Patrizia Birner, Tanja Poth, Peter Angel, Steven Dooley, Martina U. Muckenthaler, Thomas Longerich, Arndt Vogel, Mathias Heikenwälder, Peter Schirmacher, Kai Breuhahn

**Keywords:** Hippo pathway, TAZ, Liver damage, Kupffer cell, Endothelial cell, Hepatocyte, Cholangiocyte, Proteomics, Single-cell analysis

## Abstract

**Introduction:**

The Hippo pathway and its transcriptional effectors yes-associated protein (YAP) and transcriptional coactivator with PDZ-binding motif (TAZ) are targets for cancer therapy. It is important to determine if the activation of one factor compensates for the inhibition of the other. Moreover, it is unknown if YAP/TAZ-directed perturbation affects cell–cell communication of non-malignant liver cells.

**Materials and Methods:**

To investigate liver-specific phenotypes caused by YAP and TAZ inactivation, we generated mice with hepatocyte (HC) and biliary epithelial cell (BEC)-specific deletions for both factors (YAPKO, TAZKO and double knock-out (DKO)). Immunohistochemistry, single-cell sequencing, and proteomics were used to analyze liver tissues and serum.

**Results:**

The loss of BECs, liver fibrosis, and necrosis characterized livers from YAPKO and DKO mice. This phenotype was weakened in DKO tissues compared to specimens from YAPKO animals. After depletion of YAP in HCs and BECs, YAP expression was induced in non-parenchymal cells (NPCs) in a cholestasis-independent manner. YAP positivity was detected in subgroups of Kupffer cells (KCs) and endothelial cells (ECs). The secretion of pro-inflammatory chemokines and cytokines such as C-X-C motif chemokine ligand 11 (CXCL11), fms-related receptor tyrosine kinase 3 ligand (FLT3L), and soluble intercellular adhesion molecule-1 (ICAM1) was increased in the serum of YAPKO animals. YAP activation in NPCs could contribute to inflammation via TEA domain transcription factor (TEAD)-dependent transcriptional regulation of secreted factors.

**Conclusion:**

YAP inactivation in HCs and BECs causes liver damage, and concomitant TAZ deletion does not enhance but reduces this phenotype. Additionally, we present a new mechanism by which YAP contributes to cell–cell communication originating from NPCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05126-1.

## Introduction

Regulated by cell–cell contact, extracellular matrix stiffness, and cell polarity, the Hippo pathway integrates spatial information into a cellular response [1]. For this, a core serine/threonine kinase cassette consisting of mammalian STE20-like protein kinase (MST)-1/2 and large tumor suppressor kinase (LATS) 1/2 negatively regulates the phosphorylation and subcellular localization of the transcriptional co-activators yes-associated protein (YAP) and transcriptional coactivator with PDZ-binding motif (TAZ). Nuclear accumulation of YAP/TAZ and binding to transcription factors with DNA-binding capacity such as TEA domain transcription factor (TEAD) family members and forkhead box M1 (FOXM1) controls the expression of target genes involved in cell differentiation and proliferation [2–4].

Although YAP and TAZ bind similar promoter regions and regulate similar sets of target genes, it is questionable if they facilitate identical cellular functions [5–7]. For example, YAP-knock-out mice die during embryogenesis with defects in yolk sac vasculogenesis, chorioallantoic fusion, and body axis elongation. In contrast, TAZ-null mice are viable but predisposed to cystic kidney disease and lung emphysema [8, 9]. Indeed, several studies demonstrated that YAP and TAZ are not identical but also induce specific cellular processes during regeneration, and tumorigenesis in different organs such as the liver and lung [10, 11]. However, there is currently no systematic comparison of the cell type-specific dynamic expression of both factors in vivo.

As extensively examined for the liver, dysregulation of Hippo pathway constituents leads to hepatomegaly and tumor formation, as exemplified by MST1/2 deletions or overexpression of YAP in hepatocytes (HCs) [4, 12, 13]. Although comparable data for TAZ overexpression do not exist, hydrodynamic gene delivery experiments targeting HCs revealed oncogenic properties of TAZ [14, 15]. Strategies for targeting YAP and TAZ due to their central role in tumorigenesis are of broad and current interest. Verteporfin, a drug that disrupts the binding of YAP/TAZ to TEAD transcription factors [16, 17], and more recently, small molecule inhibitors of TEAD palmitoylation with in vivo efficiency have been published [18–20]. However, it is unknown if the combined inactivation of YAP and TAZ may cause adverse effects such as hepatotoxicity. In addition, inhibitory drugs that efficiently perturb YAP and TAZ may impair liver functionality by affecting non-tumorous cells. This could point to the necessity to develop YAP- or TAZ-specific inhibitors, which would in part preserve the biological properties of the Hippo pathway.

In this context, liver-specific genetic silencing of YAP or YAP/TAZ causes severe developmental defects of the biliary tree followed by cholestasis, inflammation, and hepatocellular damage [3, 21, 22]. Moreover, first results point to additive or synergistic effects in YAP/TAZ double knock-out mice, suggesting that both proteins are important for bile duct formation and function [3]. These findings suggest that cancer therapies targeting YAP/TAZ may affect both malignant and non-malignant liver cells. Therefore, pharmacological YAP/TAZ perturbation may compromise the biological properties of biliary epithelial cells (BECs; cholangiocytes) as well as non-parenchymal cells (NPCs), including endothelial cells (ECs) of the vascular niche or liver-resident immune cells (Kupffer cells, KCs). However, a comprehensive comparison of how YAP and TAZ expression changes in non-tumorous liver cells under perturbation conditions is missing. Moreover, it is important to understand whether the inactivation of YAP and TAZ affects communication between liver-resident cells of different types.

This study systematically compares cellular and molecular characteristics of liver cells in mice lacking YAP and/or TAZ in HCs and BECs. YAP deficiency-associated loss of BECs caused fibrosis and necrosis, while concomitant TAZ deletion did not enhance but moderately reduced liver damage. Interestingly, the inactivation of YAP in HCs/BECs resulted in YAP induction in EC and KCs subgroups with distinct molecular characteristics. This phenotype was based on heterologous cell–cell communication, as cholestasis did not lead to unspecific YAP activation in NPCs. Chemokines (i.e., C-X-C motif chemokine ligand 11 (CXCL11), fms-related receptor tyrosine kinase 3 ligand (FLT3L)), and surface glycoproteins (i.e., intercellular adhesion molecule-1; ICAM1) that contain TEAD-binding sites in gene promoters accumulate in the blood of YAP-deficient mice. Thus, YAP expression in subgroups of NPCs may contribute to a paracrine communication network in the liver upon its inactivation in HCs/BECs.

## Results

### YAP and TAZ expression in healthy and regenerative liver tissue

To investigate the expression of YAP and TAZ in liver cells comparatively, healthy livers of 10-week-old mice were immunohistochemically stained for both proteins. As expected, YAP was predominantly detected in hepatic BECs but was weakly expressed in parenchymal HCs. No YAP positivity was observed in NPCs such as KCs, hepatic stellate cells (HSCs), and ECs (Fig. 1A). TAZ was not detected in BECs or HCs; however, positive staining was observed in sinusoidal cells, which likely represented KCs, HSCs, or infiltrating immune cells (Fig. 1A).

**Fig. 1:**
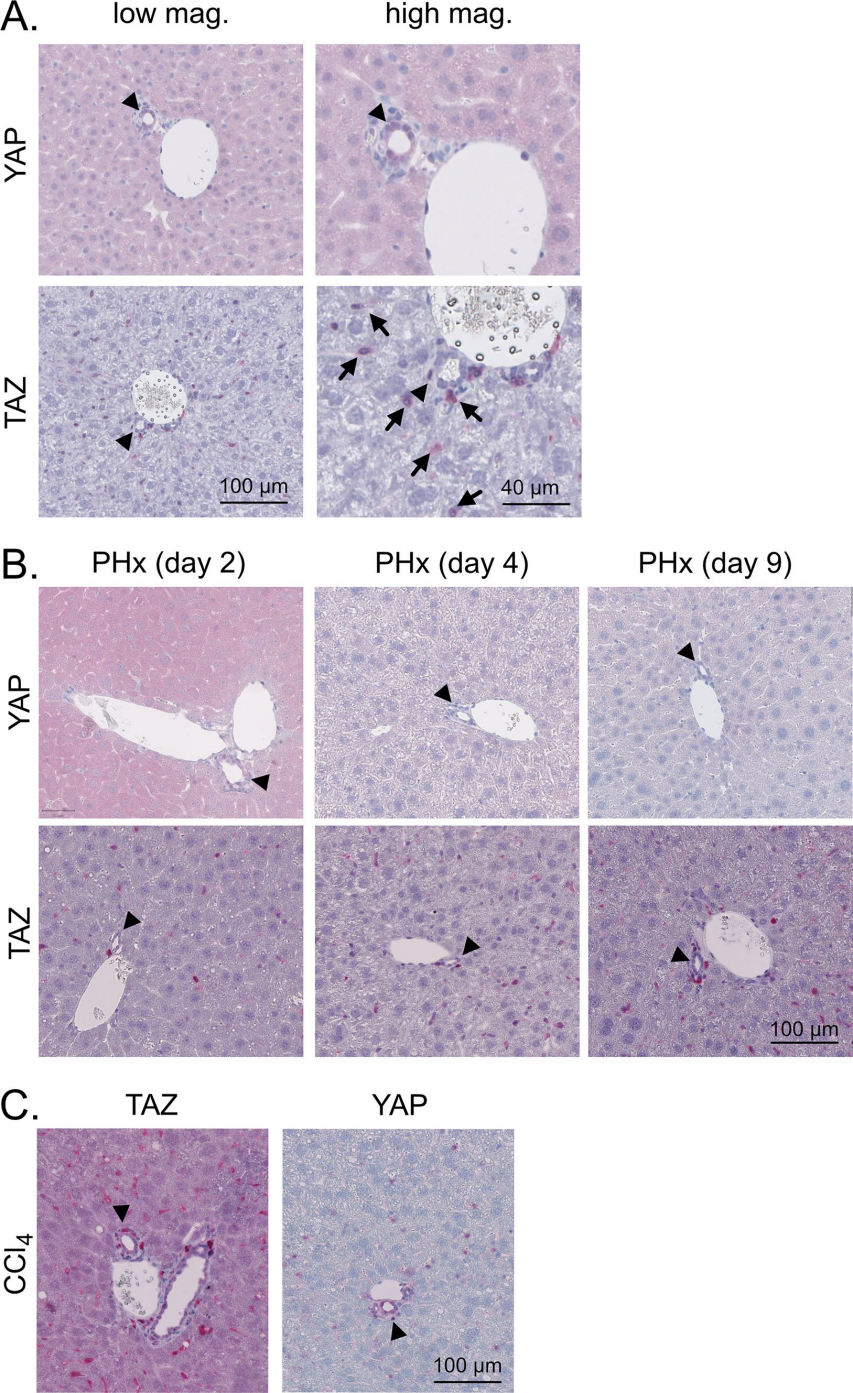
Hepatic expression of YAP and TAZ in healthy, regenerating, and fibrotic liver tissues. **A** Immunohistochemical stains of murine YAP and TAZ in healthy liver tissues of 10-week-old mice. Arrowheads: BECs/bile ducts, arrows: sinusoidal cells. **B** Staining of YAP and TAZ after 70% PHx. Samples were collected at different stages of hepatic regeneration: 2 days (proliferation), 4 days (reorganization), and 9 days (termination). Arrowheads: BECs/bile ducts. **C** Immunohistochemical stains of YAP and TAZ in CCl_4_-induced liver fibrosis. Ten-week-old mice were treated with CCl_4_ for six weeks followed by four weeks without injections. Arrowheads: BECs/bile ducts

Previous data have illustrated that YAP and TAZ contribute to physiological liver regeneration, e.g., after partial hepatectomy (PHx) [23, 24]. To test if the cellular expression pattern of both factors changed under regenerative conditions without severe inflammation, we performed 70% PHx. Samples were collected 2, 4, and 9 days post-surgery to cover the proliferation, reorganization, and termination phases, respectively. In the proliferation phase (2 days), moderately elevated YAP expression was observed in the cytoplasm of HCs, but not later or in NPCs. During all stages of liver regeneration, the expression of TAZ was not significantly altered (Fig. 1B).

We then investigated if the cell type-specific expression of YAP and TAZ changed during regenerative processes associated with inflammation. We used a carbon tetrachloride (CCl_4_) protocol, which induced moderate fibrosis characterized by septa connecting the portal tracts (Suppl. Figure S1A). Immunohistochemical stains revealed that YAP was induced in BECs and a few sinusoidal cells; however, a prominent induction in HCs was not observed (Fig. 1C). In contrast, TAZ expression was induced in HCs and sinusoidal cells.

These data illustrate that YAP and TAZ have different expression patterns in parenchymal and non-parenchymal liver cells under steady state, regenerative, and pro-fibrotic conditions.

### The loss of TAZ expression counteracts the effects of YAP depletion

In HCs and BECs with no apparent TAZ positivity, minor TAZ amounts may functionally contribute to cellular processes. In addition, the biological impact of TAZ might be more pronounced in the case of simultaneous YAP silencing. As previous studies showed that YAP and TAZ were dispensable in unchallenged HCs but were critical for bile duct integrity [3, 22], we asked if and to which extent YAP and TAZ synergize in HCs and BECs.

We designed mice with deletions of both genes alone or in combination in HCs and BECs (Alb-Cre x YAP^fl/fl^/TAZ^fl/fl^ resulting in YAP^KO^, TAZ^KO^, and YAP^KO^/TAZ^KO^ (termed as double knock-out: DKO)) (Suppl. Figure S1B-D) [25, 26]. As expected, the YAP target gene connective tissue growth factor (CTGF) was reduced in BECs (Suppl. Figure S1E). At 10 weeks, YAP-deficient animals showed liver-wide inflammation and parenchymal necrosis (YAP^KO^ and DKO) [21, 22, 27]. In contrast, genetically unmodified mice (WT) and TAZ^KO^ animals did not show this phenotype (Fig. 2A).

**Fig. 2:**
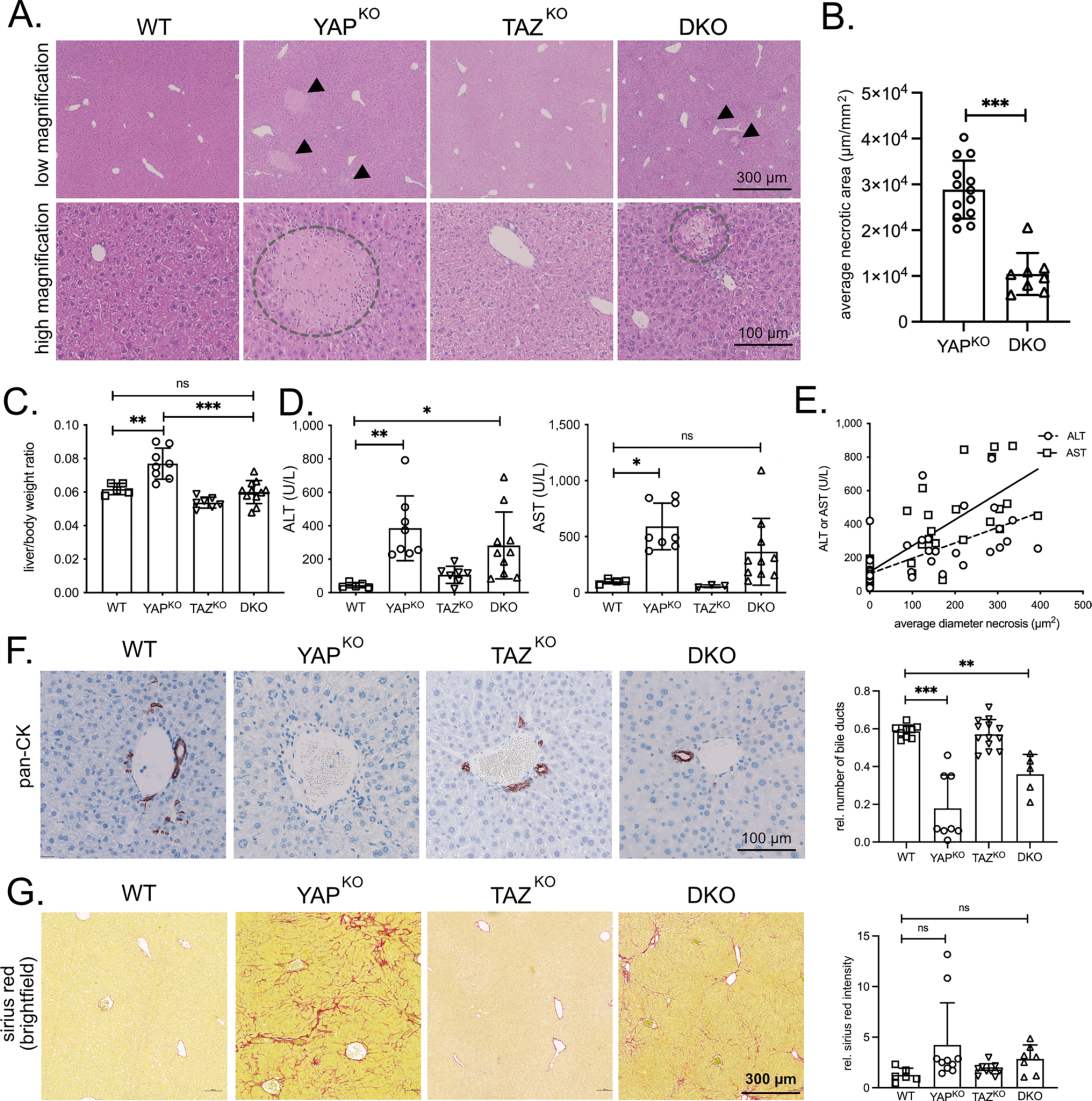
TAZ deficiency diminishes the phenotype caused by YAP silencing.** A** H&E stains of liver tissues from 10 weeks old WT, YAP^KO^, TAZ^KO^, and DKO mice. High and low magnifications are shown. Arrowheads point to necrotic areas in low-magnification panels. Dashed circles indicate liver necrosis at high magnification. **B** Average necrotic area detected in liver specimens from YAP^KO^ (*n* = 13) and DKO (*n* = 8) animals. Mann–Whitney *U* test. ***p ≤ 0.001. **C** Liver/body weight ratio of WT (*n* = 5), YAP^KO^ (*n* = 8), TAZ^KO^ (*n* = 7), and DKO (*n* = 11) male mice. Statistical test: ANOVA with Dunnett’s multiple comparisons test. **p ≤ 0.01, ***p ≤ 0.001, ns: not significant. **D** Serum liver damage markers ALT and AST from male WT (*n* = 5), YAP^KO^ (*n* = 8), TAZ^KO^ (*n* = 7), and DKO (*n* = 10) animals. Statistical test: ANOVA with Dunnett’s multiple comparisons test. *p ≤ 0.05, **p ≤ 0.01, *ns* not significant. **E** Association between average necrosis area and concentration of serum ALT/AST liver damage markers in WT, YAP^KO^, TAZ^KO^, and DKO animals (*n* = 41). r_ALT_: 0.6272; *r*_AST_: 0.7756. Statistical test: Pearson correlation analysis. ***p ≤ 0.001 for ALT and AST. **F** Exemplary immunohistochemical stains for cytokeratins. The bar graph summarizes the relative number of bile ducts from WT (*n* = 9), YAP^KO^ (*n* = 8), TAZ^KO^ (*n* = 13), and DKO (*n* = 5) mice. ANOVA with Dunnett’s multiple comparisons test. ***p ≤ 0.001, **p ≤ 0.01. **G** Exemplary sirius red stains for the detection of extracellular collagen. The bar graph summarizes the normalized positive area for WT (*n* = 6), YAP^KO^ (*n* = 10), TAZ^KO^ (*n* = 7), and DKO (*n* = 7) mice. ANOVA with Dunnett’s multiple comparisons test. *ns* not significant. For **C**/**D**/**F**/**G**: Statistical comparisons not displayed do not reach the significance level (*p* > 0.05)

Interestingly, the number and size of these necrotic areas were significantly lower in livers isolated from DKO mice compared to YAP^KO^ animals (Fig. 2A/B, Suppl. Figure S1F). A moderately diminished phenotype in mice lacking both proteins compared to YAP^KO^ animals was also evident for the liver/body weight ratio as well as the liver damage markers alanine aminotransferase (ALT) and aspartate transaminase (AST) in serum from male and female mice (Fig. 2C/D, Suppl. Figure S1G/H). Indeed, the severity of necrosis in YAP^KO^ and DKO liver tissues strongly correlated with AST and ALT levels (Fig. 2E).

As hepatocellular damage is most likely caused by the loss of BECs after YAP/TAZ inactivation [1, 3], we hypothesized that the diminished phenotype was due to a less pronounced loss of BECs in DKO animals. Indeed, pan-cytokeratin (pan-CK) staining revealed that the number of bile ducts was higher in DKO mice compared to liver samples from YAP-deficient animals (Fig. 2F). No apparent bile duct morphology and density changes were detectable in TAZ-deficient animals. We assumed that the “milder” bile duct phenotype in DKO animals should also be reflected at the level of cholestasis-induced liver fibrosis. Indeed, the extent of fibrosis was moderately lower in DKO mice compared to YAP^KO^ animals (Fig. 2G).

One possible explanation for the partial rescue of the phenotype could be that YAP and TAZ compete for transcription factors as indicated in a recent study [28]. To confirm this mechanistically, we performed co-immunoprecipitation (coIP) experiments in a liver cancer cell line and detected YAP/TEAD and TAZ/TEAD complexes after gene-specific silencing of TAZ or YAP, respectively. Different coIP strategies revealed that inhibition of TAZ caused elevated interaction between YAP and TEAD family members. On the other hand, more TAZ/TEAD proteins were detectable after YAP inhibition (Suppl. Figure S2A–C). These results suggested that changes in the stoichiometry of the YAP/TAZ/TEAD complex support the formation of alternative transcriptional complexes. It is possible that TEAD in DKO mice regulates YAP/TAZ-independent target genes that counteract the YAP-deficiency phenotype.

Our findings show that TAZ cannot functionally compensate for the loss of YAP in BECs and HCs. Instead, TAZ deficiency counteracts the effects of YAP inactivation in HCs and BECs regarding the severity of liver necrosis, fibrosis, and cholestasis.

### YAP deficiency in HCs and BECs causes YAP activation in NPCs

As YAP and TAZ showed different expression patterns in the sinusoidal cell compartment (Fig. 1), we analyzed YAP/TAZ expression in liver tissues derived from mouse lines with HC-/BEC-specific YAP-, TAZ-, and YAP/TAZ deficiency. While no noticeable YAP/TAZ positivity changes in TAZ^KO^ mice were detectable, a prominent induction of YAP in uniformly distributed sinusoidal cells was observed in YAP^KO^ and DKO animals (Fig. 3A). A mild induction of TAZ in sinusoidal cells from YAP^KO^ and DKO tissues was detectable, again pointing to distinct mechanisms that control YAP and TAZ in different liver cell types.

**Fig. 3:**
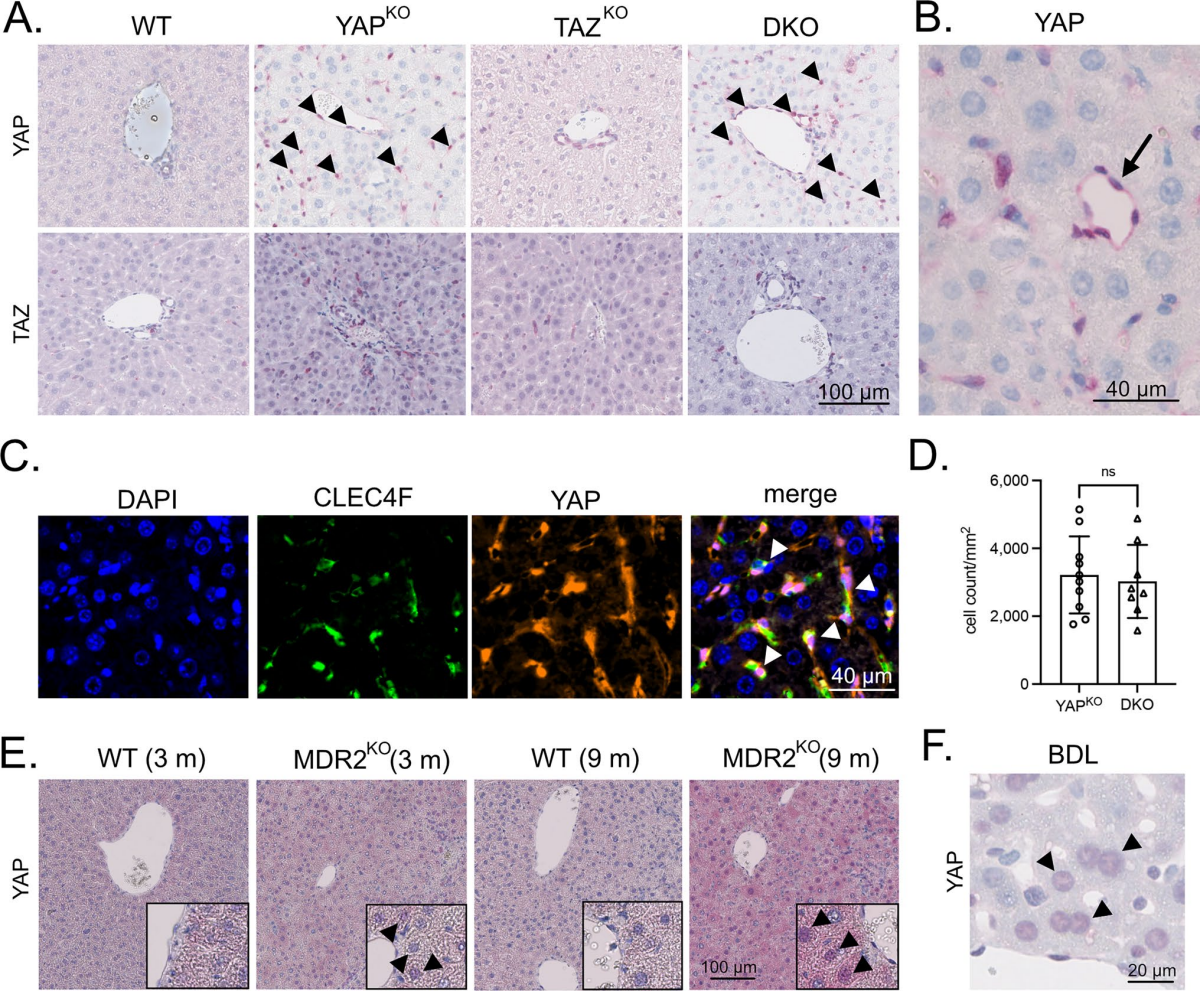
The absence of YAP in HCs and BECs induces YAP in NPCs.** A** Exemplary immunohistochemical stains for YAP and TAZ in WT, YAP^KO^, TAZ^KO^, and DKO liver tissues. Arrowheads point to YAP-positive sinusoidal cells of YAP^KO^ and DKO animals. No YAP positivity in NPCs was observed for WT or TAZ^KO^ samples. **B** High magnification picture of liver tissue derived from a YAP^KO^ mouse followed by YAP immunohistochemistry. While HCs were negative for YAP, a prominent expression of YAP was observed in ECs lining blood vessels (arrow). **C** Immunofluorescence stain of the KC marker CLEC4F (green) and YAP (red) in liver tissue from YAP^KO^ animals. Arrowheads: YAP positive KCs. **D** A machine learning algorithm was used to quantitatively compare YAP-positive NPCs in YAP^KO^ (*n* = 10) and DKO (*n* = 8) liver specimens. Statistical test: Mann–Whitney *U*. *ns* not significant. **E** Immunohistochemical staining of YAP in liver tissues from 3 and 9-month-old WT and MDR2^KO^ mice. Selected areas show HCs with nuclear YAP positivity (arrowheads). No consistent positivity for YAP was detected in NPCs. **F** YAP stain using liver tissues from mice after BDL. Arrowheads point to YAP-positive HC nuclei. No prominent YAP positivity for NPCs was detected

The YAP positivity in sinusoidal cells caused our particular interest as this observation indicated that YAP loss in HCs and BECs induced YAP in infiltrating immune cells or NPCs. Morphologically, YAP positivity, especially in ECs lining bigger vessels in the portal tract and the central vein, was evident for YAP^KO^ and DKO but not for WT and TAZ^KO^ mice (Fig. 3A/B, Suppl. Figure S3). Only a few cells in the liver sinusoids were YAP-positive in tissues from YAP^KO^ and DKO mice. We also tested if other NPCs showed elevated nuclear YAP expression after its inactivation in HCs and BECs. Indeed, co-staining with the KC marker CLEC4F confirmed YAP expression in this liver-resident myeloid cell population (Fig. 3C).

Next, we investigated if the YAP activation in NPCs is unspecifically caused by cholestasis due to the loss of BECs. In this case, less pronounced YAP positivity in NPCs from DKO tissues compared to YAP^KO^ livers would serve as a read-out for less severe liver damage observed earlier (Fig. 2). Surprisingly, the results revealed no significant difference in YAP positivity in sinusoidal cells, illustrating no association between the extent of cholestasis-induced liver damage and YAP induction in NPCs (Fig. 3D). We hypothesized that there may be other reasons besides cholestasis that can activate YAP in NPCs.

To substantiate these findings, we investigated liver tissues derived from multidrug resistance 2 (MDR2) knock-out animals (MDR2^KO^). These animals served as an independent model for cholestasis, characterized by leaky bile ducts, regurgitation of bile acids into the portal tract, and periductal fibrogenesis [29]. As described in the literature, cytoplasmic and nuclear YAP induction in HCs was observed in 3 and 9-month-old MDR2^KO^ mice, illustrating a permanent toxic stimulus associated with hepatocellular regeneration [21, 30, 31]. However, no consistent YAP positivity in the NPCs compartment was observed for both investigated time points (Fig. 3E). Equally, cholestasis-causing bile duct ligation (BDL)-induced YAP expression in HCs [32], while no significant YAP expression was detectable in NPCs (Fig. 3F).

In summary, YAP deficiency in liver HCs and BECs causes YAP expression in the NPC compartment. This activation relies on a cholestasis-independent mechanism.

### YAP is activated in NPC subclusters upon silencing in HCs and BECs

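The scRNA-seq data came from 4 libraries, 1 per genotype, and each was made from the liver of 1 mouse. In YAP KO, TAZ KO and DKO mice, Cre recombinase expressed from the albumin promoter recombines floxed alleles of YAP, TAZ or both in HCs and BECs, while other liver cells keep intact alleles. The 10x method tags each captured transcript near its 3′ end with a unique molecular identifier (UMI), so that each count is a number of molecules. The authors aligned the reads to mm10 with Cell Ranger and deposited the UMI counts per gene and barcode without normalization. The paper gives Cell Ranger version 6.0.1, and the headers of the matrices give 4.0.0. The WT library held 13657 barcodes with 66259687 UMIs, the YAP KO library 7711 barcodes with 85989454 UMIs, the TAZ KO library 14418 barcodes with 49022089 UMIs, and the DKO library 9188 barcodes with 77411746 UMIs. For each group of cells, the UMIs of a gene were summed and scaled to a total of 1000000 UMIs of the same cells, which gives CPM with an exact 95% Poisson interval. Ratios to WT are log2 ratios of CPM with an exact 95% interval from the binomial distribution of the summed UMIs, and shares of cells carry exact 95% Clopper-Pearson intervals. All of these intervals cover counting error only. Because each genotype is represented by 1 mouse, no difference between libraries has a replicate check, and each comparison is between libraries rather than between genotypes.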

To further investigate YAP induction in ECs and KCs, we performed scRNA-seq analysis using liver tissues from WT, YAP^KO^, TAZ^KO^, and DKO mice. For this, we established a two-step in situ digestion protocol that allowed the isolation of viable NPC and HC cell suspensions in a defined ratio (Fig. 4A, Suppl. Figure S4). The NPC/HC cell mixture was subjected to scRNA-seq analysis followed by unbiased clustering of 26,746 cells. 

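With the limits of 500 and 6000 read as numbers of detected genes and with at most 10% mitochondrial UMIs, 30362 cells were kept. These were 7155 cells from WT, 6275 from YAP KO, 8638 from TAZ KO and 8294 from DKO. The largest group left out was that of barcodes with fewer than 500 genes, with 6237 barcodes in WT, 941 in YAP KO, 5465 in TAZ KO and 676 in DKO. Reading the same limits as numbers of UMIs kept 29572 cells in all, but only 3273 cells of YAP KO and 4654 of DKO, against 10331 of WT and 11314 of TAZ KO. The kept cells differed in depth between the libraries. Their median number of UMIs was 4618 in WT, 7337 in YAP KO, 3555.5 in TAZ KO and 5952.5 in DKO, and their median number of genes was 1881, 2684, 1649.5 and 2236.5 in the same order. Cells called doublets were kept, because the paper's text names no removal of doublets. Scrublet's automatic threshold called 2.52% of the TAZ KO cells and 1.92% of the DKO cells, but 0.028% of the WT cells and 0.016% of the YAP KO cells, so that in the last pair of libraries the cells with the top 8% of scores were called instead.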

Eleven distinct liver cell types were identified, including HCs, BECs, ECs, and KCs, and infiltrating immune cells such as T cells or macrophages (Fig. 4B, Suppl. Figure S5). 

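Louvain clustering of the kept cells at resolution 0.4, after Harmony correction by library, gave 20 clusters. Clusters were named from lists of marker genes, and 12 types were named: HCs, BECs, ECs, KCs, HSCs, macrophages, neutrophils, T cells, B cells, NK cells, conventional dendritic cells and plasmacytoid dendritic cells. Cluster 13, led by genes of dividing cells, and cluster 16, which carried genes of ECs and of neutrophils, stayed unnamed. The ECs numbered 2130 in WT, 1413 in YAP KO, 1887 in TAZ KO and 1341 in DKO, and the KCs 769, 734, 1313 and 860 in the same order.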

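Expression of the deleted genes in HCs was compared between the libraries as a check of their labels. Yap1, which encodes YAP, is listed as ENSMUSG00000053110 and lies on chromosome 9 of GRCm38 from 7931999 to 8004596. Its level in HCs was 21.3 CPM (95% interval 19.3 to 23.5) in WT, 4.74 (3.76 to 5.89) in YAP KO, 46.5 (43.0 to 50.1) in TAZ KO and 4.49 (3.78 to 5.29) in DKO. Against WT, the log2 ratio was -2.17 (-2.53 to -1.82) in YAP KO, 1.12 (0.94 to 1.31) in TAZ KO and -2.25 (-2.53 to -1.97) in DKO. The median log2 ratio of all genes in HCs was 0.42 in YAP KO, 0.62 in TAZ KO and 0.45 in DKO. The alternative that moved these ratios most was the reading of the limits as 500 to 6000 UMIs, with 2.43 in TAZ KO and -2.96 in DKO. Wwtr1, which encodes TAZ (ENSMUSG00000027803, chromosome 3, 57455649 to 57575910), had 5.16 CPM in WT, 13.2 in YAP KO, 2.83 in TAZ KO and 2.34 in DKO. Its log2 ratio to WT in HCs was -0.86 (-1.43 to -0.32) in TAZ KO and -1.14 (-1.60 to -0.69) in DKO, and 1.35 (1.00 to 1.71) in YAP KO. The deleted genes thus were lowest in the HCs of the libraries labelled with their knock-out. A count near the 3′ end can include transcripts of a recombined allele, so that the UMIs left in these HCs do not measure intact transcripts.

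**Figure D1:**
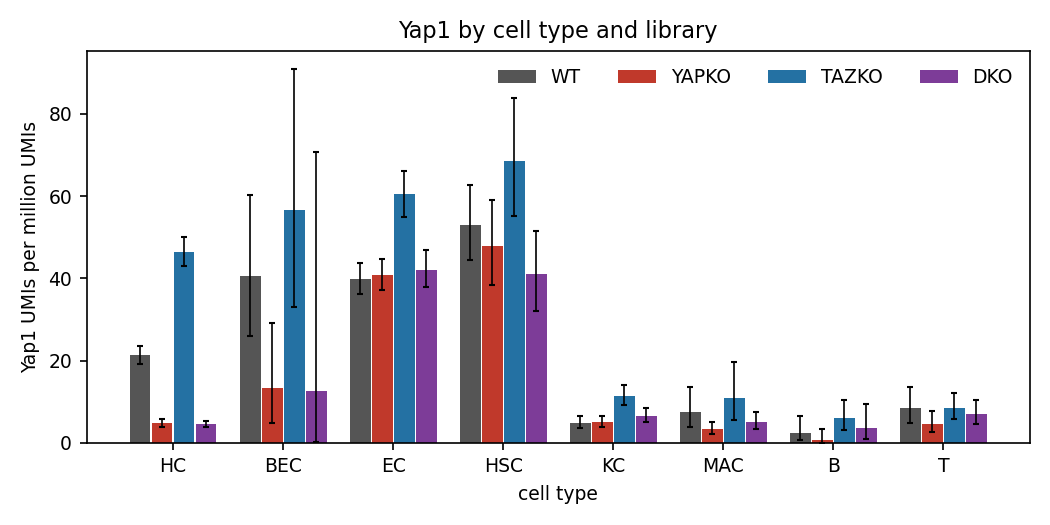
Yap1 CPM (vertical axis) in 8 cell types, with 1 bar for each of the 4 libraries. Lines are exact 95% Poisson intervals. In HCs the bars of YAP KO and DKO are the lowest, and in ECs the bar of TAZ KO (60.4 CPM) lies above those of the other libraries.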

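BECs were the rarest of the cell types compared here. They made up 53 of the 7155 WT cells, or 0.741% (95% interval 0.555 to 0.968). In YAP KO, 32 cells or 0.510% (0.349 to 0.719) were BECs, in TAZ KO 28 cells or 0.324% (0.215 to 0.468), and in DKO 7 cells or 0.0844% (0.0339 to 0.174). Cells were mixed from separate HC and NPC fractions before loading, so that these shares depend on the mixing. The BECs carried 24 Yap1 UMIs in WT (40.6 CPM), 6 in YAP KO (13.4 CPM), 17 in TAZ KO (56.7 CPM) and 1 in DKO (12.7 CPM, 0.321 to 70.6).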

BECs were not efficiently isolated using this protocol, which explains their low numbers for WT and TAZ^KO^ mice.

**Fig. 4:**
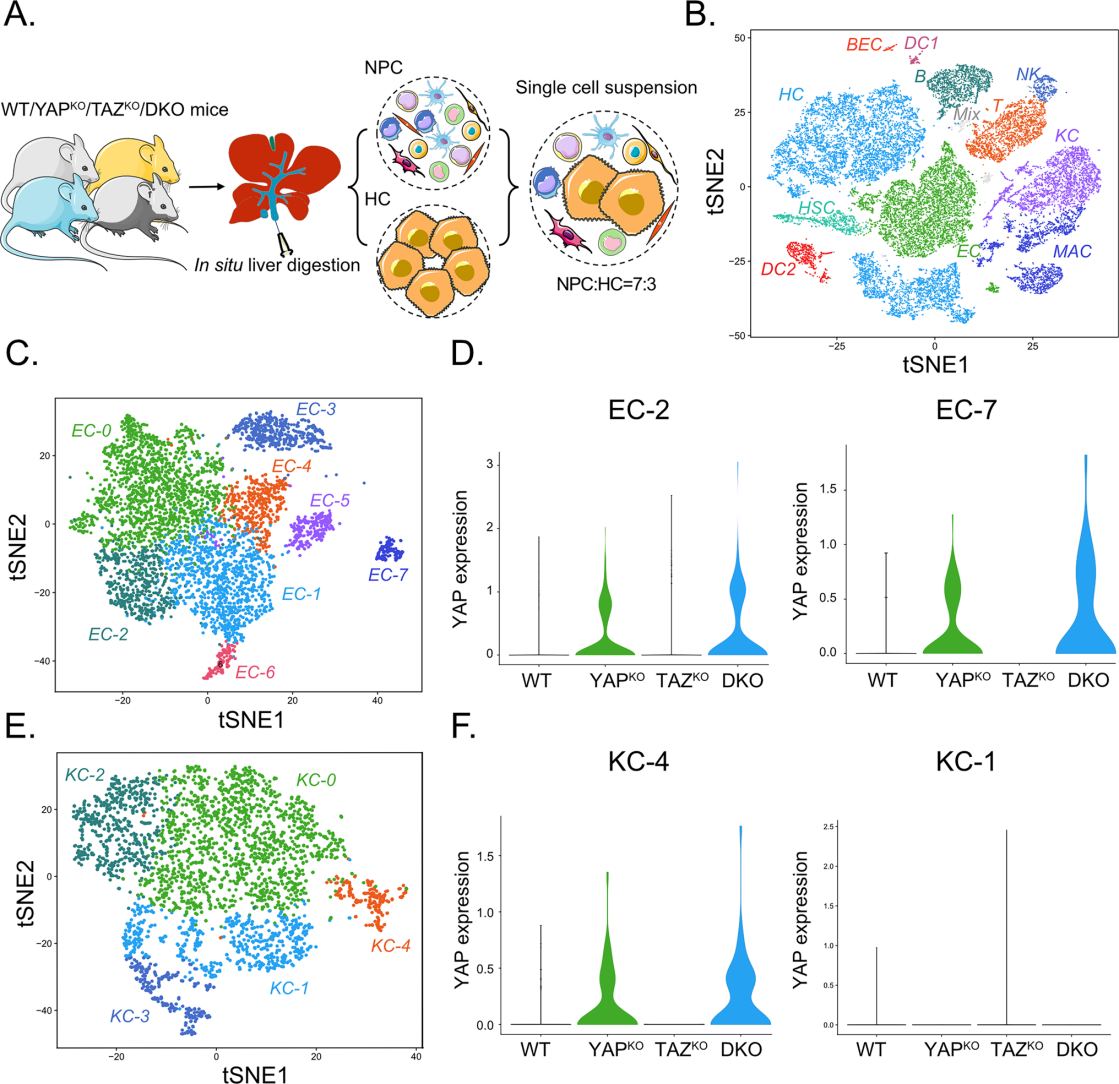
scRNA-seq reveals YAP induction in EC and KC subclusters.** A** Scheme illustrating the experimental setup. Livers from WT, YAP^KO^, TAZ^KO^, and DKO mice were digested in situ to achieve pure and viable murine HCs (20–30 µm), smaller NPCs, and infiltrating immune cells. Cell fractions were mixed at a ratio of 7:3 and applied to the 10x  scRNA-seq platform. Figure 4A was modified using Servier Medical Art (http://smart.servier.com). **B** T-distributed stochastic neighbor embedding (t-SNE) plot showing annotated and color-coded cell types derived from WT, YAP^KO^, TAZ^KO^, and DKO livers. *HC* hepatocytes, *HSC* hepatic stellate cells, *NK* natural killer cells, *B* B cells, *MAC* macrophages, *DC1* dendritic cells cluster 1, *BEC* biliary epithelial cells, *EC* endothelial cells, *KC* Kupffer cells, *DC2* dendritic cells cluster 2, *Mix* cells not expressing distinct marker genes. **C** t-SNE plot illustrating eight subtypes of ECs. The different EC subclusters are characterized by specific marker genes and cellular processes such as EC-0 (CDH13, WNT2, KIT, PLPP1 representing pericentral ECs) and EC-1/EC-6 (EFNB1, LTBP4, LY6A, NTN4, representing periportal ECs). **D** Violin plot showing YAP induction in the subclusters EC-2 and EC-7 from YAP^KO^ and DKO animals but not WT and TAZ^KO^ mice. Other EC subclusters did not show a comparable YAP expression pattern. **E** t-SNE plot illustrating five subtypes of KCs. The different KC subclusters are characterized by specific marker genes and cellular processes, such as KC-0 (M1 polarization-like phenotype) and KC-1 (lipid metabolism). **F** Violin plot for subcluster KC-4 demonstrating the induction of YAP in liver tissues from YAP^KO^ and DKO mice. Other KC subclusters did not show a comparable YAP pattern (exemplified for KC-1)

It is well accepted that liver-resident ECs and KCs consist of subtypes with distinct molecular features [33, 34]. Indeed, unsupervised clustering of ECs from all four mouse lines revealed the existence of eight EC subclusters (EC-0 to EC-7) (Fig. 4C, Suppl. Figure S6). For example, cluster EC-0 was characterized by the expression of cadherin-13 (CDH13) and Wnt family member 2 (WNT2) and showed features of pericentral ECs [35]. In contrast, cells of EC-1/EC-6 were characterized by high expression of ephrin B1 (EFNB1), late transforming growth factor beta-binding protein 4 (LTBP4), basal cell adhesion molecule (BCAM), thrombomodulin (THBD), as well as von Willebrand Factor (VWF) and showed features of periportal, continuous ECs [34, 35]. 

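Clustering of the ECs at resolution 0.3 with 15 principal components gave 9 subclusters, which are called here by their own numbers, EC subcluster 0 to EC subcluster 8, and do not follow the numbering of Fig. 4C. The leading genes of EC subclusters 2, 4 and 5 included hepatocyte genes, those of EC subcluster 3 included HSC genes, and those of EC subcluster 8 immune cell genes, so that these subclusters are compared by number only. Cells of EC subcluster 2 were shallow, with a median of 1889 UMIs in WT and 1386 in DKO. All 9 subclusters held cells of every library.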

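CDH13 and WNT2 were highest in EC subcluster 1, and this served to match it to EC-0. Yap1 in EC subcluster 1 was 35.3 CPM (29.3 to 42.1) in WT, 34.8 (29.2 to 41.2) in YAP KO, 51.0 (42.1 to 61.1) in TAZ KO and 36.0 (29.7 to 43.2) in DKO. The log2 ratio to WT was -0.02 (-0.38 to 0.35) in YAP KO and 0.03 (-0.35 to 0.41) in DKO, neither of which differed from 0 by more than counting error, and 0.53 (0.15 to 0.91) in TAZ KO.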

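EFNB1, LTBP4, BCAM, THBD and VWF were each highest in EC subcluster 6, which was matched to EC-1/EC-6 by these genes and held 33 cells of WT, 45 of YAP KO, 35 of TAZ KO and 39 of DKO. It carried 10 Yap1 UMIs in WT, 21 in YAP KO, 7 in TAZ KO and 13 in DKO. These counts correspond to 55.7 CPM (26.7 to 102) in WT, 52.9 (32.8 to 80.9) in YAP KO, 35.6 (14.3 to 73.3) in TAZ KO and 50.0 (26.6 to 85.5) in DKO. A difference from WT was not detectable at this depth in any library. NTN4, another gene that Fig. 4C gives for EC-1/EC-6, was among the 10 leading genes of EC subcluster 0.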

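STAB1, STAB2, EHD3 and FCGR2B were found in every EC subcluster and were lowest in EC subcluster 6, so that no subcluster was set apart by high levels of all 4 genes. FCGR2B, for example, was 763 CPM in EC subcluster 6 and between 1691 and 3520 CPM in the other subclusters. The TAZ gene Wwtr1 was more abundant than Yap1 across all ECs, with 155 CPM in WT, 166 in YAP KO, 155 in TAZ KO and 177 in DKO.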

EC-4 cells represented LSECs because stabilin1 (STAB1), stabilin2 (STAB2), EH domain containing 3 (EHD3), and FC gamma receptor IIb (FCGR2B) were expressed.

Importantly, we observed an induction of YAP transcripts exclusively in subclusters EC-2 and EC-7 derived from YAP^KO^ and DKO mice (Fig. 4D). Such a pattern was not detectable in other EC subclusters derived from YAP^KO^ and DKO animals, such as EC-0, EC-1, EC-3, EC-4, EC-5, and EC-6 (Suppl Figure S7A). 

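Yap1 was counted in ECs of all 4 libraries. Over all ECs, 436 UMIs of WT gave 39.8 CPM (36.2 to 43.8), 455 of YAP KO gave 40.7 (37.1 to 44.7), 457 of TAZ KO gave 60.4 (55.0 to 66.2) and 344 of DKO gave 42.1 (37.8 to 46.8). The log2 ratio to WT was 0.03 (-0.16 to 0.22) in YAP KO, 0.08 (-0.13 to 0.29) in DKO and 0.60 (0.41 to 0.79) in TAZ KO. The median log2 ratio of all genes in ECs was 0.18 in TAZ KO, against 0.05 in YAP KO and 0.06 in DKO. Of the alternatives, selecting ECs by marker genes without clustering moved the ratios of YAP KO and DKO most. They were then -0.25 (-0.46 to -0.04) and -0.38 (-0.60 to -0.16), with both intervals below 0. The selection took cells outside the EC clusters, since it held 1624 cells in DKO, where 1341 were clustered as ECs. Its cells carried 13396717 UMIs in YAP KO and 11276094 in WT, against 11169462 and 10943375 in the clustered ECs. These ratios therefore compare unlike cells. EC subcluster 0, which had the highest sum of the interferon-inducible genes IFIT1, IFIT2, IFIT3 and IFI44, was compared with EC-2, a rule chosen after the subclusters were seen. The match is weak, because none of its 10 leading genes is an interferon gene. These leading genes include Ntn4, which the legend of Fig. 4C gives for EC-1/EC-6. Yap1 in EC subcluster 0 was 37.9 CPM (32.0 to 44.7) in WT, 42.2 (36.4 to 48.7) in YAP KO, 61.1 (52.5 to 70.7) in TAZ KO and 44.8 (37.6 to 53.0) in DKO. Its log2 ratio to WT was 0.16 (-0.17 to 0.48) in YAP KO, 0.24 (-0.11 to 0.59) in DKO and 0.69 (0.36 to 1.01) in TAZ KO. When ECs with an interferon gene UMI were compared in place of a subcluster, the ratios were 0.26 in YAP KO, 0.23 in DKO and 0.63 in TAZ KO.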

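The share of cells with a Yap1 UMI depends on the depth of the cells. In EC subcluster 0, 18.4% of WT cells, 27.6% of YAP KO cells, 23.9% of TAZ KO cells and 23.2% of DKO cells had a Yap1 UMI, at median depths of 5305.5, 7695, 4409.5 and 5495 UMIs. The share of YAP KO was 1.50 times that of WT (1.11 to 2.02), and that of DKO 1.26 times (0.909 to 1.74). The range of each ratio of shares divides the limits of 1 share by the opposite limits of the other. It is wider than a 95% interval, so that a range that includes 1 does not show equal shares. After each cell was thinned to 1000 UMIs, which left out no cell of this subcluster, the shares were 3.74% in WT, 4.38% in YAP KO, 5.57% in TAZ KO and 3.99% in DKO, and the ratio to WT was 1.17 (0.521 to 2.63) in YAP KO and 1.07 (0.453 to 2.48) in DKO. Among the 200 genes nearest to Yap1 in CPM, 194 had a larger unthinned share in YAP KO than in WT, with a median ratio of 1.45. Over all ECs the unthinned shares were 17.8%, 26.1%, 20.6% and 22.2% in WT, YAP KO, TAZ KO and DKO, and the thinned shares 3.83%, 4.48%, 6.20% and 3.69%, with 15, 8, 48 and 14 cells left out. In B cells, taken as a type that should lack the gene, 0.911% of WT cells, 0.229% of YAP KO cells, 1.89% of TAZ KO cells and 0.862% of DKO cells had a Yap1 UMI before thinning, at median depths of 2949, 2877, 2840 and 2205 UMIs. From the distribution of YAP transcripts per cell in Fig. 4D, the paper states that YAP is induced in EC-2 and EC-7 of YAP KO and DKO mice and in no other EC subcluster.

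**Figure D2:**
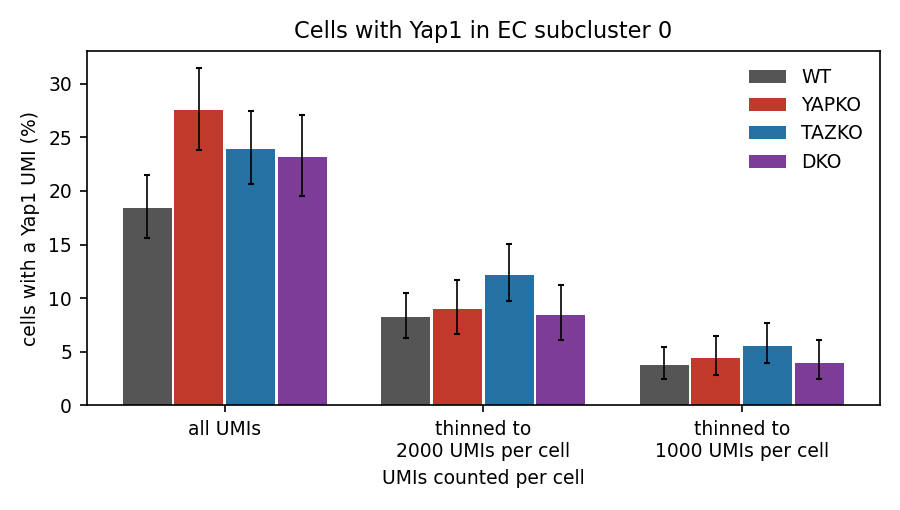
Share of cells with a Yap1 UMI (vertical axis, in percent) in EC subcluster 0, with all UMIs and after thinning to 2000 and 1000 UMIs per cell, with 1 bar per library. Lines are exact 95% Clopper-Pearson intervals. The gap between WT (18.4%) and YAP KO (27.6%) with all UMIs narrows to 3.74% against 4.38% at 1000 UMIs.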

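Across the 9 EC subclusters, the log2 ratio of Yap1 to WT ranged from -0.55 to 0.58 in YAP KO and from -0.85 to 0.95 in DKO, and the interval included 0 in all 9 for each of these libraries. In TAZ KO the ratios ranged from -0.65 to 1.73, and the interval lay above 0 in 3 subclusters. The highest ratio of YAP KO was that of EC subcluster 2 (0.58, -0.37 to 1.50, from 18 UMIs against 26), and the highest of DKO that of EC subcluster 8 (0.95, -0.60 to 2.78, from 14 UMIs against 5). EC subcluster 3 gave 0.95 (0.42 to 1.48) in TAZ KO. In the smaller subclusters only a large difference was detectable, since EC subclusters 6, 7 and 8 had at most 21 Yap1 UMIs in any library.

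**Figure D3:**
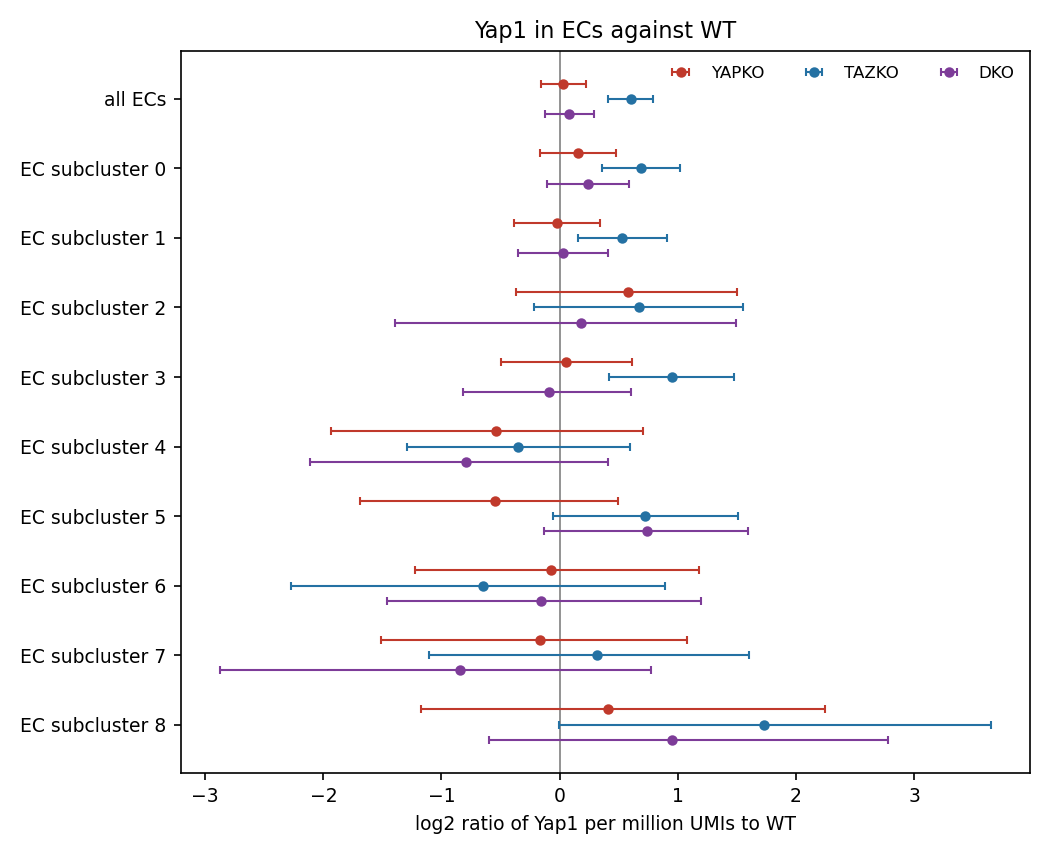
Log2 ratio of Yap1 CPM to WT (horizontal axis) in all ECs and in the 9 EC subclusters, for YAP KO, TAZ KO and DKO. Points are ratios and lines are exact 95% intervals. All intervals of YAP KO and DKO cross 0, while those of TAZ KO lie above 0 in all ECs and in EC subclusters 0, 1 and 3.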

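The interferon-inducible genes Ifit1, Ifit2, Ifit3 and Ifi44 together reached 744 CPM in EC subcluster 0, against 578 CPM in EC subcluster 3 and 568 CPM over all ECs. Within EC subcluster 0 their sum was 719 CPM in WT, 906 in YAP KO, 822 in TAZ KO and 465 in DKO. The libraries of YAP KO and DKO therefore lay on opposite sides of WT. Over all ECs, the log2 ratio of YAP KO to WT was 0.90 (0.80 to 1.01) for Ifit3, 0.53 (0.38 to 0.68) for Ifit1, 0.30 (0.22 to 0.38) for Ifi44 and 0.12 (0.03 to 0.21) for Ifit2. In DKO the ratios were -0.71 for Ifi44, -0.68 for Ifit2, -0.44 for Ifit3 and -0.36 for Ifit1, each with an interval below 0. In TAZ KO, Ifi44 (0.73) and Ifit1 (0.66) were higher than in WT, and Ifit3 (-0.41) and Ifit2 (-0.19) were lower. The ratio of Ifit2 in YAP KO changed its sign, to -0.01, with the limits read as 500 to 6000 UMIs.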

YAP-positive EC-2 cells were characterized by high expression of several interferon-inducible genes such as interferon-induced protein with tetratricopeptide peptides 1 (IFIT1), IFIT2, IFIT3, and interferon-induced protein 44 (IFI44), (20/114 significantly regulated genes in EC-2 were IFN-regulated; Suppl. Figure S6). Indeed, C-X-C motif chemokine ligand 10 (CXCL10), a known interferon target gene [36], was equally expressed in this subcluster EC-2. 

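Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was found in EC subcluster 0 at 129 CPM and in the other ECs at 109 CPM. In EC subcluster 0 it was 123 CPM in WT, 180.0 in YAP KO, 88.0 in TAZ KO and 103 in DKO. Its log2 ratio to WT was 0.56 (0.39 to 0.72) in YAP KO, -0.48 (-0.70 to -0.25) in TAZ KO and -0.25 (-0.47 to -0.04) in DKO. In B cells Cxcl10 did not exceed 18.2 CPM in any library.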

The YAP positive subcluster EC-7 was characterized by the expression of several S100 protein family members (e.g., S100A9, S100A8) and C-X-C motif chemokine ligand 2 (CXCL2) expression, which are known pro-proliferative factors for ECs [37, 38]. Thus, cluster EC-7 showed features of mitotically active cells. 

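No EC subcluster found here was led by S100A8 and S100A9. Their sum was 431 CPM in EC subcluster 8 and at most 19.8 CPM in the other EC subclusters, against 135791 CPM in neutrophils. Cluster 16 of the clustering of all cells carried 12196 CPM of both genes together with EC markers, and was compared with EC-7 by a rule chosen after the clusters were seen. It held 42 cells of WT, 94 of YAP KO, 7 of TAZ KO and 37 of DKO, and 43.9% of its cells were called doublets, against 2.05% of ECs. This pooled share does not describe DKO, since the rule for calling doublets differed between libraries. With Scrublet doublets left out, the matching cluster held 3 cells of WT, 51 of YAP KO, 5 of TAZ KO and 37 of DKO. With the top 8% by score left out of every library, it held 3, 49, 2 and 32. Cluster 16 carried 6 Yap1 UMIs in WT, 34 in YAP KO and 11 in DKO, or 18.5 CPM (6.80 to 40.3), 32.9 (22.8 to 45.9) and 31.3 (15.6 to 56.0). In TAZ KO it carried 0 Yap1 UMIs, which allows up to 71.6 CPM, the level of 3 UMIs. The log2 ratio to WT was 0.83 (-0.44 to 2.37) in YAP KO and 0.76 (-0.80 to 2.48) in DKO, so that a difference was not detectable at this depth. EC RNA made up 84.1% of the UMIs of this cluster in WT, 89.1% in YAP KO and 91.4% in DKO, and mixtures of ECs and neutrophils in these proportions would have 34.1, 36.4 and 38.5 CPM of Yap1. Cxcl2 was 448 CPM in cluster 16 in WT, 479 in YAP KO, 262 in TAZ KO and 524 in DKO.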

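A list of 22 YAP target genes, among them Ccn1, Ccn2 and Axl, was compared with random lists of genes with matched expression. Of these genes, 18 had at least 20 UMIs in ECs. The median log2 ratio of the list between YAP KO and WT ECs was -0.28, which lay at percentile 0.06 of 10000 random lists, whose central 95% ran from -0.13 to 0.22. With up to 20% mitochondrial UMIs allowed, the percentile moved to 27.04, and with the 13 genes that had at least 100 UMIs it was 4.97. In TAZ KO the median was also -0.28 (percentile 0.5), and in DKO it was -0.04 (percentile 12.88). Between EC subclusters, the list had a median log2 ratio of 0.14 in EC subcluster 3 against the other ECs, at percentile 99.1 and above the central 95% of its own random lists, -0.10 to 0.11. Each subcluster had its own range, and EC subcluster 3 was the only one of the 9 above it, with a percentile of 95.18 for the 13 genes. The highest median was 0.43 in EC subcluster 6, at percentile 96.88 and inside its range of -0.12 to 0.45. With the 13 genes, the median of EC subcluster 6 was -0.13, at percentile 15.11. The leading genes of EC subcluster 3 included HSC genes. In EC subcluster 0 the median was -0.35 (percentile 0) and in EC subcluster 1 -0.32 (percentile 0), both below their ranges. Single members differed widely, with a log2 ratio to WT of -1.22 in YAP KO, -1.98 in TAZ KO and -2.09 in DKO for Ccn1, and of 0.29, -3.03 and -1.43 for Ccn2. With only Ccn1, Ccn2 and Axl the percentile was 2.28 in YAP KO, 0.01 in TAZ KO and 0.06 in DKO. These percentiles describe the 4 libraries and are no test between genotypes.

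**Figure D4:**
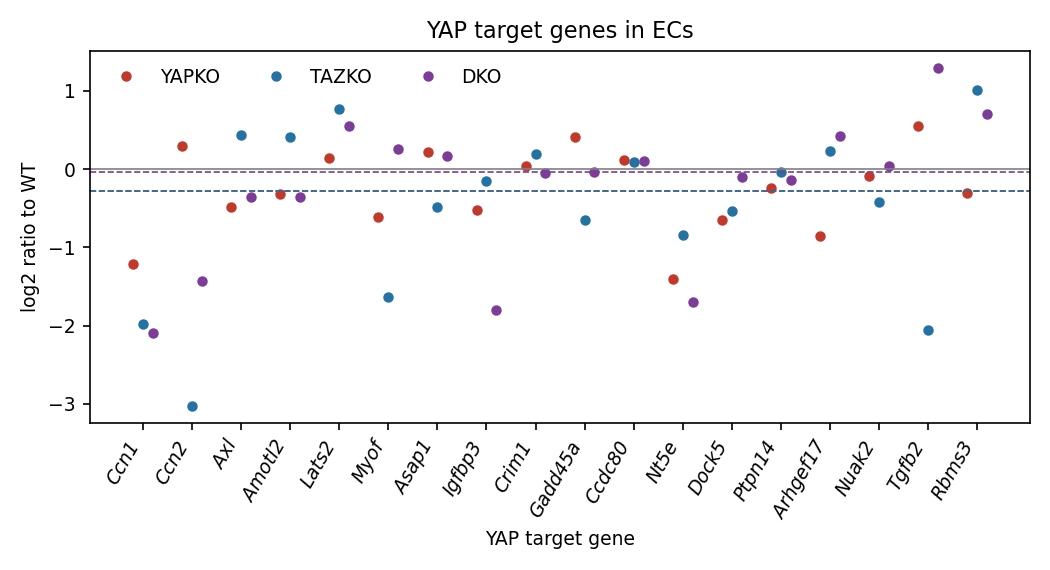
Log2 ratio to WT (vertical axis) of the 18 YAP target genes with at least 20 UMIs in ECs, for YAP KO, TAZ KO and DKO. Dashed lines are the medians of the list, which coincide at -0.28 for YAP KO and TAZ KO and lie at -0.04 for DKO.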

We observed no significant enrichment of known YAP target genes in any of the EC subclusters, which was further validated in vitro using different EC cell lines (data not shown).

For KCs, five subclusters were detectable (KC-0 to KC-4) (Fig. 4E, Suppl. Figure S8). For example, subcluster KC-3 was characterized by high expression of the proliferation makers KI67 (MKI67) and microtubule-destabilizing factor stathmin (STMN1). They could represent a mitotically active source of liver-resident KCs. 

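The KCs formed 8 subclusters at resolution 0.3, which are called KC subcluster 0 to KC subcluster 7 by their own numbers. Their number moved to 6 with Scrublet doublets left out and to 12 at the higher resolution. KC subcluster 0 was the largest, with 277 cells of WT, 379 of YAP KO, 455 of TAZ KO and 406 of DKO, and it carried 3, 8, 9 and 3 Yap1 UMIs. Its Yap1 level was 0.799 CPM in WT, 1.18 in YAP KO, 2.49 in TAZ KO and 0.657 in DKO.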

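Mki67 (287 CPM) and Stmn1 (585 CPM) were highest in KC subcluster 3, which was matched to KC-3 by these genes. It held 87 cells of WT, 62 of YAP KO, 71 of TAZ KO and 52 of DKO. Yap1 was represented there by 2 UMIs in WT, 2 in YAP KO, 5 in TAZ KO and 0 in DKO, and the count of 0 in DKO allows up to 4.45 CPM, the level of 3 UMIs.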

As shown for the EC compartment, YAP induction was not detectable in all KCs but exclusively in the subcluster KC-4 derived from YAP^KO^ and DKO liver tissues (Fig. 4F, Suppl. Figure S7B). 

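Over all KCs, Yap1 was 4.92 CPM (3.60 to 6.56) in WT, 5.07 (3.90 to 6.47) in YAP KO, 11.4 (9.17 to 14.1) in TAZ KO and 6.60 (5.10 to 8.40) in DKO. The log2 ratio to WT was 0.04 (-0.53 to 0.62) in YAP KO, 0.42 (-0.14 to 1.00) in DKO and 1.22 (0.69 to 1.76) in TAZ KO, where the median of all genes in KCs was 0.24. With KCs selected by marker genes without clustering, the ratio was -2.55 (-3.51 to -1.69) in YAP KO, -2.97 (-4.25 to -1.90) in DKO and 0.88 (0.20 to 1.55) in TAZ KO. The selected WT cells carried 57 Yap1 UMIs, more than the 46 of all clustered WT KCs, so that some lay outside the KC clusters. Their median depth was 2787 UMIs, against 14175 in YAP KO, 2107 in TAZ KO and 7484 in DKO. These ratios therefore compare unlike cells. Yap1 was concentrated in KC subcluster 1, which had the highest sum of SPARC and BMP2 and was compared with KC-4. In this subcluster Yap1 was 13.8 CPM (9.73 to 18.9) in WT, 14.8 (11.0 to 19.4) in YAP KO, 32.9 (25.1 to 42.3) in TAZ KO and 16.9 (12.8 to 21.8) in DKO. The log2 ratio to WT was 0.10 (-0.53 to 0.75) in YAP KO and 0.30 (-0.32 to 0.93) in DKO, neither larger than counting error, and 1.26 (0.65 to 1.88) in TAZ KO. With Scrublet doublets left out, which removed a larger share of cells from WT and YAP KO than from TAZ KO and DKO, the ratios in the SPARC and BMP2 subcluster were 0.63 (-0.50 to 1.82) in YAP KO, 1.47 (0.56 to 2.50) in DKO and 2.33 (1.42 to 3.37) in TAZ KO. With the top 8% of cells by Scrublet score left out of every library, the SPARC and BMP2 subcluster held only 36 cells, against 760 before. These were 10 cells of WT, 15 of YAP KO, 6 of TAZ KO and 5 of DKO. This alternative was chosen after the data were seen. The ratios were then -0.74 in YAP KO, -0.42 in DKO and -0.02 in TAZ KO, with wide intervals that included 0. Cells with a Yap1 UMI made up 19.4% of KC subcluster 1 in WT, 25.6% in YAP KO, 24.4% in TAZ KO and 24.9% in DKO, at median depths of 16135, 21205, 8286 and 16013 UMIs. At 1000 UMIs per cell the shares were 0.588%, 3.59%, 2.90% and 2.35%, with 0, 1, 2 and 0 cells left out, and the WT share rests on 1 cell. Of T cells, 4.25% in WT and 2.24% in YAP KO had a Yap1 UMI, at median depths of 4968 and 4677 UMIs.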

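Sparc (ENSMUSG00000018593, chromosome 11, 55394500 to 55423183) and Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885) together reached 1764 CPM in KC subcluster 1 and 18.9 CPM in KC subcluster 0. In ECs their sum was 4355 CPM. KC subcluster 1 also carried 7110 CPM of the EC markers, against 914 CPM in the other KCs. Of its cells, 28.8% were called doublets, against 5.49% of the other KCs. This pooled share does not describe TAZ KO and DKO, since the rule for calling doublets differed between libraries. If its EC markers came from EC RNA, this RNA would make up 31.0% of the UMIs of the subcluster in WT, 35.6% in YAP KO, 43.1% in TAZ KO and 38.5% in DKO. A mixture of ECs and of the other KCs in these proportions would have 13.2 CPM of Yap1 in WT, 15.4 in YAP KO, 28.8 in TAZ KO and 17.0 in DKO. The observed level was 1.04 times this level in WT, 0.958 times in YAP KO, 1.14 times in TAZ KO and 0.994 times in DKO.

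**Figure D5:**
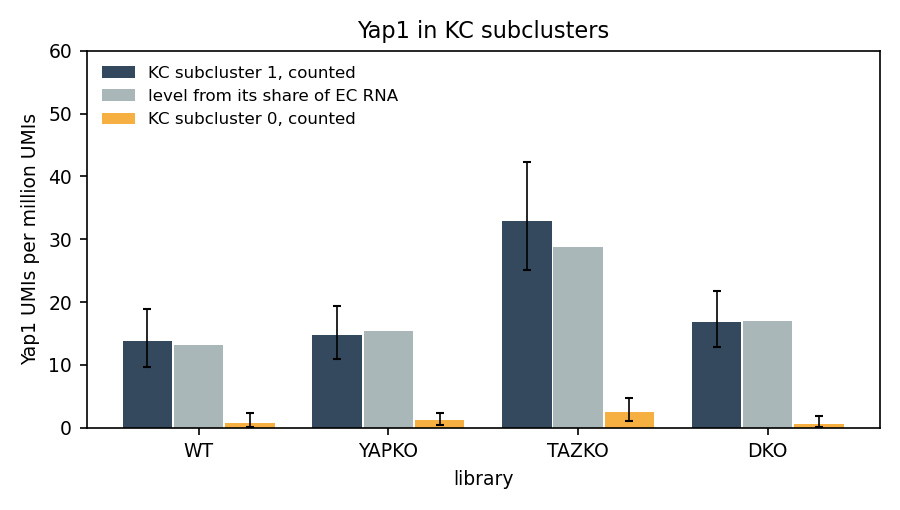
Yap1 CPM (vertical axis) in the 4 libraries. Dark bars are the counts of KC subcluster 1, grey bars the level that its share of EC RNA would give, and orange bars the counts of KC subcluster 0, with exact 95% Poisson intervals as lines. In each library the grey bar lies inside the interval of the dark bar.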

The YAP positive cluster KC-4 was characterized by high expression of several paracrine-acting factors, including secreted protein acidic cysteine-rich (SPARC) and bone morphogenetic protein 2 (BMP2), indicating that this group of KCs might be of particular importance in heterologous cell communication [39].

Interestingly, no prominent induction of YAP in HSC subtypes was detectable (Suppl. Figure S9). These results suggested that the described mechanism for YAP expression in HSC activation differs from processes observed in our study for ECs and KCs [40]. However, we identified HSC subpopulations, which have been previously described in hepatocarcinogenesis [41].

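HSCs numbered 280 in WT, 141 in YAP KO, 154 in TAZ KO and 139 in DKO and formed 5 subclusters. Yap1 in HSCs was 52.9 CPM (44.4 to 62.6) in WT, 47.9 (38.3 to 59.1) in YAP KO, 68.5 (55.3 to 83.9) in TAZ KO and 41.0 (32.1 to 51.6) in DKO. Relative to WT, the log2 ratio was -0.14 (-0.55 to 0.26) in YAP KO, 0.37 (-0.03 to 0.76) in TAZ KO and -0.37 (-0.80 to 0.05) in DKO. With HSCs selected by marker genes, it was -2.46 (-4.05 to -1.11) in YAP KO, 0.02 (-1.13 to 1.09) in TAZ KO and -1.93 (-3.24 to -0.76) in DKO. The selected HSCs carried 22 Yap1 UMIs in WT, 6 in YAP KO and 9 in DKO. Their median depths were 3032, 10231 and 9124.5 UMIs, so that these ratios compare cells of unlike depth. No subcluster of HSCs had an interval above 0 in any library, and HSC subcluster 2 of DKO had one below 0 (-1.21, -2.18 to -0.26). The leading genes of HSC subcluster 2 were immune cell genes such as Ly6c2 and Tyrobp, and 20.9% of its cells were called doublets. HSC subcluster 0 carried EC markers at 16308 CPM, against 17961 CPM in ECs, and HSC markers at 7543 CPM. It held 152 cells of WT, 69 of YAP KO, 42 of TAZ KO and 33 of DKO, so that its weight in the pooled HSCs differed between libraries. HSC subclusters 1, 2, 3 and 4 carried EC markers at 8925, 6706, 2380 and 9768 CPM. The share of EC RNA was not estimated for HSCs, so that its part in their Yap1 level stays open.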

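Over all kept cells, Yap1 was lower in the YAP KO library than in WT by a log2 ratio of -0.76 (-0.89 to -0.63), lower in DKO by -1.01 (-1.14 to -0.87) and higher in TAZ KO by 0.65 (0.54 to 0.77). Of the NPC types, macrophages had a log2 ratio of -1.17 (-2.27 to 0.02) in YAP KO and -0.58 (-1.67 to 0.59) in DKO. Plasmacytoid dendritic cells gave -0.43 (-1.38 to 0.55) in YAP KO and -1.42 (-2.40 to -0.42) in DKO. The value of DKO rests on 22 UMIs against 17 in WT, and 10.95% of the cells of this type were called doublets. With the top 8% by score left out of every library, their number fell from 108 to 75 in WT and from 427 to 347 in DKO. Conventional dendritic cells had 0 Yap1 UMIs in WT, 7 in YAP KO, 8 in TAZ KO and 6 in DKO, and only for TAZ KO was a log2 ratio given, at least 1.22. Neutrophils and NK cells had at most 3 Yap1 UMIs in any library. B and T cells, taken as a measure of free RNA, carried 0.617 CPM of Yap1 in YAP KO B cells, 3.67 in DKO B cells, 4.64 in YAP KO T cells and 7.06 in DKO T cells. The T cells can overstate free RNA, because they included the 223 cells of cluster 14. This cluster also carried 8 EC marker genes, and 36.8% of its cells were called doublets.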

In summary, the scRNA-seq data confirm the induction of YAP expression in NPCs such as ECs and KCs after genetic inactivation of YAP in HCs and BECs. YAP is not uniformly expressed in NPCs but in distinct EC and KC subtypes with specific molecular and biological features.

### YAP activation in NPCs is associated with a pro-inflammatory secretome

As YAP was activated in a subgroup of NPCs, we hypothesized that this induction contributed to the inflammatory response observed in YAP^KO^ and DKO animals. To investigate whether YAP-positive EC subclusters express cytokines and chemokines that could affect inflammation, we performed Gene Ontology pathway analysis using scRNA-seq data from subclusters EC-2 and EC-7. Significant enrichment of genes involved in regulating the immune cells was detected, such as “regulation of inflammatory response” (GO:0050727) (not shown). In detail, several chemoattractants such as CXCL10 (EC-2 and EC-7), IL1B (EC-7), and CXCL2 (EC-7) were induced (Suppl. Figure S10A). In addition, factors involved in pro-inflammatory cellular responses were equally enriched, such as S100 family members (EC-7, Suppl. Figure S10B).

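Cxcl10 in cluster 16, compared here with EC-7, had a log2 ratio to WT of 0.44 (-0.10 to 1.02) in YAP KO and -0.20 (-0.93 to 0.53) in DKO, neither beyond counting error. Over all ECs the ratio of Cxcl10 was 0.79 (0.68 to 0.90) in YAP KO, -0.41 (-0.56 to -0.27) in DKO and -0.32 (-0.46 to -0.18) in TAZ KO. Il1b (ENSMUSG00000027398) in cluster 16 was 2190 CPM in WT, 1545 in YAP KO, 1718 in TAZ KO and 1722 in DKO, with log2 ratios of -0.50 (-0.63 to -0.37) in YAP KO and -0.35 (-0.51 to -0.19) in DKO. In ECs Il1b was rare, with 28 UMIs in WT, 67 in YAP KO, 5 in TAZ KO and 8 in DKO, and its ratio in YAP KO went from 1.23 to -0.82 with Scrublet doublets left out. Cxcl2 (ENSMUSG00000058427) in cluster 16 had a log2 ratio of 0.10 (-0.17 to 0.38) in YAP KO and 0.23 (-0.10 to 0.55) in DKO. In ECs 99 Cxcl2 UMIs were counted in YAP KO, 14 in DKO, 4 in WT and 0 in TAZ KO. Of those in YAP KO, 95 lay in EC subcluster 7, in 4 of its 25 cells. Il1b UMIs made up 31.4% of the S100a8 UMIs in cluster 16 and 11.1% in neutrophils.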

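In cluster 16, S100a8 (ENSMUSG00000056054) was 7172 CPM in WT, 5492 in YAP KO, 5893 in TAZ KO and 3527 in DKO. Its log2 ratio to WT was -0.39 (-0.45 to -0.31) in YAP KO and -1.02 (-1.12 to -0.92) in DKO, and that of S100a9 (ENSMUSG00000056071) was -0.36 (-0.42 to -0.30) and -1.03 (-1.12 to -0.94). These ratios, and those of Il1b in cluster 16, do not separate expression in ECs from the amount of neutrophil RNA. EC RNA made up 84.1% of the UMIs of the cluster in WT, 89.1% in YAP KO and 91.4% in DKO. Its WT cells fell from 42 to 3 with Scrublet doublets left out. S100a6 (ENSMUSG00000001025) had a ratio of 0.22 (0.02 to 0.42) in YAP KO and -0.23 (-0.49 to 0.03) in DKO. Over all ECs, S100a8 was 15.0 CPM in WT, 10.3 in YAP KO, 0.264 in TAZ KO and 0.490 in DKO, where free RNA in T cells of WT and YAP KO reached 3.97 and 9.58 CPM. The direction of S100a8 and S100a9 in YAP KO ECs depended on the processing, with 0.04 and 0.51 when Scrublet doublets were left out. S100a6 in ECs was 3.75 CPM in WT, 12.7 in YAP KO, 2.38 in TAZ KO and 7.47 in DKO, against 452 CPM in WT B cells.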

As the expression of genes in subclusters EC-2 and EC-7 does not prove YAP/TEAD dependency, we analyzed genomic ChIP-seq data for the presence of binding sites for TEAD family members in a panel of identified pro-inflammatory factors. For CXCL10, CXCL2, S100A6, and S100A9, enrichment of TEAD1/4 binding close to the respective gene promoters was detectable (Fig. 5A). For S100A8, no apparent TEAD1/4 binding was observed.

**Fig. 5:**
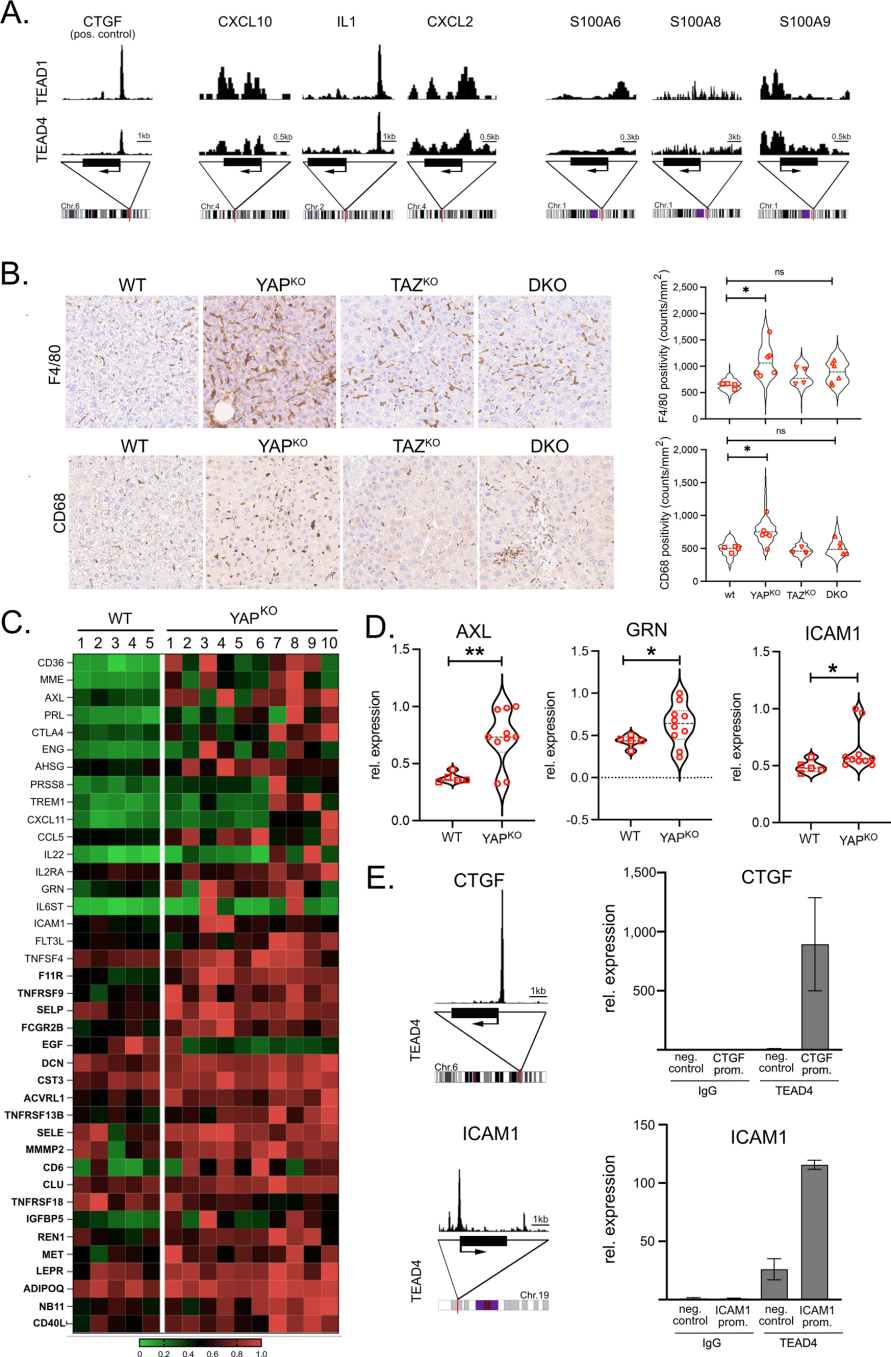
Expression of pro-inflammatory chemokines in YAP-deficient mice.** A** Scheme depicting TEAD1 and TEAD4 ChIP-Seq profiles in the promoter regions of human CTGF (positive control), CXCL10, IL1, CXCL2, S100A6, S100A8, and S100A9. **B** Immunohistochemical staining of the KC/macrophage markers F4/80 and CD68. Violin plots illustrate respective quantification. WT (*n* = 4), YAP^KO^ (*n* = 6), TAZ^KO^ (*n* = 4), and DKO (*n* = 6) animals were analyzed using a machine learning algorithm. In total, 1.408 (F4/80) and 1.220 (CD68) tiles were quantitatively investigated. Statistical test: ANOVA with Dunnett’s multiple comparisons test. *p ≤ 0.05, ns: not significant. Statistical comparisons not displayed do not reach the significance level (*p* > 0.05). **C** Heatmap summarizing secreted factors (cytokines, chemokines, and growth factors) in WT and YAP^KO^ mice serum. Factors were measured using a mouse cytokine array (WT: *n* = 5, YAP^KO^: *n* = 10). Samples were first tested for equal or unequal variances (F-test). For samples with F < 0.05 (different variances; *n* = 18) or F > 0.05 (identical variances, *n* = 21 in bold), the respective statistical tests were performed. Out of the 200 factors that were measured, 39 displayed significant differences (*p* ≤ 0.05). **D** Exemplary violin plots of AXL, GRN, and ICAM1 in WT and YAP^KO^ mice serum samples are shown. *p ≤ 0.05, **p ≤ 0.01. **E** Analysis of TEAD4 ChIP-seq data derived from liver cells. The YAP target gene CTGF was used as a positive control. Results showed TEAD binding sites in promoter regions of the ICAM1 gene. A ChIP experiment for detecting binding sites in the ICAM1 promoter was performed with TEAD4 in HLF cells. CTGF served as a positive control. For ICAM1 and CTGF, upstream promoter regions served as negative controls (neg. control). IgG was employed as antibody control

As the YAP-associated expression of pleiotropic chemokines by ECs suggested effects on leucocytes in YAP^KO^ and DKO mice, we quantitatively characterized the abundance of several immune cell types by immunohistochemistry (Fig. 5B, Suppl. Figures S11/S12). The results illustrated that the number of some cell types, such as CD3- and CD4-positive T cells, slightly increased in YAP^KO^ and DKO animals; however, this response did not reach the level of significance compared to WT mice (Suppl. Figure S12). In contrast, significantly more KCs/macrophages (markers: F4/80, CD68; Fig. 5B), granulocytes (marker: myeloperoxidase; MPO), B cells (marker: B220), and CD8 cells were detected in YAP^KO^ animals (Suppl. Figure S12). This attraction of immune cells was less pronounced in tissues derived from TAZ^KO^ mice, illustrating that TAZ deficiency in HCs and BECs led to a mild immune response. Interestingly, the number of some immune cell types, such as macrophages and B cells was diminished in DKO animals compared to YAP^KO^ animals, which was in line with the mitigated DKO phenotype observed before.

To substantiate the association of YAP-positive NPCs and induction of a secretory phenotype at the protein level, we compared the cytokine/chemokine abundance in the serum of WT and YAP^KO^ mice using a cytokine antibody array. In total, 39 significantly regulated cytokines/chemokine/growth factors were identified, including known YAP target genes (e.g., AXL, [42]) as well as proteins known to regulate fibrosis (e.g., progranulin (GRN, [43])), or hepatic inflammation (e.g., intercellular adhesion molecule-1 (ICAM1), which exists as shedded and soluble protein [44, 45])), (Fig. 5C/D). To clarify if the YAP/TEAD complex could transcriptionally control these secreted factors, we searched for binding sites of TEAD family members using ChIP-seq data [46, 47]. Indeed, for about 53% of the secreted factors, TEAD binding sites in the respective gene promoters were detectable such as C-X-C motif chemokine ligand 11 (CXCL11) and fms-related tyrosine kinase ligand (FLT3L), and ICAM1 (GEO accession: GSE170161). Exemplarily, the interaction of TEAD4 with the DNA binding site was confirmed by chromatin immunoprecipitation (ChIP) for ICAM1 (Fig. 5E). As illustrated for CXCL11 and FLT3L in vitro, these factors could contribute to the induction of YAP in myeloid and endothelial cells (Suppl. Figure S13A/B) and the migratory capacity of an immortalized KC line (Suppl. Figure S13C).

These findings support the hypothesis that YAP activation in NPCs contributes to transcriptionally regulated changes in the secretome that impact the pro-inflammatory response.

## Discussion

The Hippo pathway effectors YAP and TAZ play important roles in maintaining tissue homeostasis during regeneration and are also involved in the development of various types of tumors. Although both transcriptional regulators bind TEAD proteins and similar sets of gene enhancers [7], accumulating evidence illustrates non-redundant YAP and TAZ properties under physiological and disease conditions [6, 8, 9, 48–50]. Because the first anti-cancer drugs interfering with YAP/TAZ/TEAD activity have entered clinical trials, we aimed to investigate the steady-state and dynamic expression of YAP and TAZ after their inactivation in hepatocytes and cholangiocytes, which represent the central functional units of the liver. We systematically compared the functional impact of YAP and/or TAZ depletion and investigated how they control paracellular communication with a focus on NPCs.

Our results show that YAP and TAZ are not equally expressed in parenchymal and non-parenchymal cells in healthy liver tissue. According to our and previous data, YAP is detectable in BECs, weakly expressed in HCs, and absent in NPCs [51]. The loss of YAP in epithelial cells causes a phenotype characterized by severe liver damage associated with the loss of BECs, cholestasis, and hepatocellular necrosis [21, 22, 27]. In contrast, TAZ protein is not expressed in the hepatic epithelial cell compartment but in small sinusoidal cells. However, low TAZ amounts could contribute to BEC and HC biology and synergize after simultaneous YAP deletion. Surprisingly, many (but not all) YAP depletion-induced phenotypes were partially antagonized by simultaneous inactivation of TAZ (YAP^KO^ vs. DKO, e.g., parenchymal necrosis and immune cell infiltration). To our knowledge, this is the first time that counteracting properties of TAZ depletion have been demonstrated. Notably, our molecular analyses illustrate that inhibition of YAP or TAZ changes the stochiometry of TAZ/TEAD or YAP/TEAD complexes, respectively. This finding is supported by a previous publication showing elevated TAZ/TEAD binding in YAP-deficient cells [28]. It is tempting to hypothesize that unbound TEAD molecules in cells with combined YAP/TAZ inhibition facilitate YAP/TAZ-independent (cytoprotective) effects, which counteract liver damage and inflammation observed in YAP^KO^ mice.

Interestingly, previous data illustrated that YAP/TAZ double knock-out mice showed stronger bile duct loss than YAP^KO^, which pointed to additive or synergistic effects of YAP and TAZ [3]. However, this phenotype in YAP^KO^ or DKO mice was not quantitatively described. For this reason, the protective effects we observed might be missed in former studies since non-quantitative approaches might be insufficient to detect subtle changes. For this reason, we applied semi-automatic quantitative methods on stained tissues, demonstrating the antagonizing impact of TAZ deficiency in DKO mice for parenchymal necrosis, bile duct loss, fibrosis, and infiltration of some immune cells. Although our current study did not further decipher the underlying mechanism, different molecular or cellular scenarios explaining the antagonizing effects of TAZ depletion are possible. First, the inactivation of low but transcriptionally active TAZ amounts in BECs or HCs counteracts YAP deletion via the regulation of TAZ-dependent target genes. Second, although not causing a noticeable loss of BECs, TAZ depletion in HCs and BECs leads to a mild inflammatory response (e.g., elevated myeloid and T cells). This immune response may differ from one caused by YAP depletion and may counteract the phenotype observed in YAP^KO^ mice. The explanation is supported by our observation that under regenerative conditions without inflammation (PHx), this protective effect of TAZ depletion is not detectable (data not shown). Third, stoichiometry changes after YAP/TAZ inactivation partners could affect the transcriptional activity of TEADs (see discussion above). For example, TEADs that are not forming complexes with YAP/TAZ could interact with TCF7L2, also known as TCF4, to regulate alternative gene expression [52].

Another important observation of our study was the expression of YAP in different liver-resident cells upon its genetic inactivation in HCs and BECs. Indeed, the loss of BECs is characterized by cholestasis and bile acids that activate YAP expression in HCs [31]. As we could rule out that cholestasis causes YAP induction in NPCs, specific paracrine communication networks or physical cell–cell interaction likely contribute to this phenomenon. Indeed, it is known that the Hippo pathway actively controls the cellular secretome and cell–cell contact proteins [6, 53]. Our preliminary data suggest that CXCL11 and FLT3L, which are elevated in YAP^KO^ mice serum, may contribute to YAP induction in myeloid and endothelial cells as well as KC migration. This observation is important for designing future YAP/TEAD-directed therapies for two reasons. First, systemic therapies would block YAP/TEAD activity in tumor cells with aberrant YAP expression and other cell types, such as hepatic BECs (which could lead to cholestasis) and NPCs (with effects on heterologous cell communication). As suggested by our scRNA-seq data, this could affect EC- and KC with YAP-dependent molecular features. Second, perturbation of YAP in different cell compartments may not necessarily cause anti-tumorigenic effects but can also support carcinogenesis, as illustrated for breast cancer and hepatocarcinogenesis [54–57]. For instance, the relative activity of YAP in cancer cells and non-tumorous hepatocytes defines tumorigenicity, suggesting that the biological output of YAP is regulated on the level of individual cell types [56]. Future studies must investigate which YAP effects dominate in distinct cell types before specific drugs are applied to cancer patients.

YAP neo-expression after its deletion in HCs/BECs was detectable in different sinusoidal cells. Histomorphological, biochemical, and molecular analyses illustrated that ECs and KCs but not HSCs belong to this group of YAP-positive cells. However, the dissemination of YAP-positive cells in YAP^KO^ and DKO animals indicated that not all ECs were characterized by YAP expression, e.g., LSECs lining the sinusoids mainly were negative, while ECs lining bigger vessels stained positive for YAP. Our scRNA-seq results supported this finding, demonstrating that EC/KC subtypes with specific molecular features were characterized by YAP expression. For example, YAP positivity in ECs/KCs was associated with the expression of paracrine-acting factors and chemoattractants, confirming YAP’s pro-inflammatory role [58, 59]. Subcluster EC-2 is characterized by the expression of interferon-inducible genes such as IFI or IFIT family members and CXCL10, indicating that this EC cluster responds to systemic interferon [36]. Thus, this cluster may contribute to CXCL10-mediated liver fibrosis and activation of immune cells [60]. Alternatively, these ECs might be involved in intracellular crawling, which describes lymphocyte migration in liver ECs upon interferon stimulation [61]. Interestingly, many well-described YAP target genes, such as CTGF and CYR61, were not statistically enriched in any of the EC subclusters, indicating that YAP controls an alternative gene signature in this cell type.

This study reveals a comprehensive overview of YAP and TAZ biology upon their inactivation in HCs and BECs. First, TAZ cannot compensate for YAP deficiency and its deletion causes mild effects on inflammation. In contrast, TAZ inactivation partly counteracts effects caused by YAP inhibition. Second, YAP is induced in ECs and KCs with specific molecular features and may contribute to an inflammatory process. These observations are important for future systemic anti-cancer therapies as drugs will also target the activity of YAP and TAZ in non-malignant cells.

## Materials and methods

### Mouse models and generation of knock-out mice

Animal work on mouse models was authorized by the Regional Councils of Baden-Württemberg (ref. numbers: G-307/14, G-53/20). All experiments were performed in accordance with the regional institutional regulations in the animal facilities of the University of Heidelberg, the German Cancer Research Center (DKFZ), and the Hannover Medical School (MHH) under pathogen-free conditions. The mouse colonies were housed under a 12 h light/dark cycle with free access to water and food. Local animal welfare regulations defined criteria for the exclusion of animals and/or the termination of experiments.

The generation of mice carrying the conditional *Yap*-loxP and *Taz*-loxP alleles has been described previously [25]. These mice were crossed with animals expressing albumin-regulated Cre recombinase (Alb-Cre) to generate mice with HC- and BEC-specific knock-out of YAP and/or TAZ [26]. For genotyping of wildtype (WT), YAP^KO^, TAZ^KO^, and double knock-out (DKO) mice, DNA was extracted from ears or liver samples followed by PCR analysis (primers listed in supplementary Table S1) [25]. The PCR product size for the *Yap* gene in WT, *loxP*-floxed, and KO alleles were 457 bp, 600 bp, and 338 bp, respectively. For the *Taz* gene, 496 bp, 655 bp, and 704 bp products were detected. PCR was also used to test for Cre recombinase positivity (700 bp). The following PCR program was used: 1 × 94 °C (5 min); 35 × 94 °C (30 s), 65 °C (45 s), 72 °C (90 s); 1 × 72 °C (10 min). For the Cre recombinase product detection, the annealing temperature was reduced to 58 °C. PCR products were loaded and separated by electrophoresis using a 2% agarose gel. DNA fragments were detected using a LI-COR D-Digit gel scanner (LI-COR Biosciences, Bad Homburg, Germany).

Generation of multidrug resistance 2 (MDR2)-negative mice by homozygous deletion of the *Mdr2* gene was previously described [62, 63]. Mice were sacrificed at the age of 3 and 9 months. All animal experiments were approved by the German Regional Council of Baden-Württemberg (Regierungspräsidium Karlsruhe, ref. number: G-21/17).

Bile duct ligation (BDL) was performed as previously described [64]. The respective authority approved animal experiments for animal experiments (district government of Lower Saxony, Germany, ref. number: 33.9-42,502-04-08/1580).

### Partial hepatectomy, CCl4-induced liver damage, and tissue sampling

*Partial hepatectomy* (70% PHx) was performed using 10-week-old WT male animals. In brief, mice were anesthetized and 2/3 of the liver was removed after laparotomy. For this, the left lateral lobe and the median lobe were surgically removed after ligation. Afterward, the peritoneum and skin were closed. Carprosol (5 mg/kg body weight) was given subcutaneously after surgery, followed by further treatments every 8 h for 2 days. Tissues were collected 2, 4, and 9 days after PHx.

To induce fibrosis, 10-week-old WT mice received intraperitoneal carbon tetrachloride (CCl_4_) injections (667 μl/kg body weight, 2x/week for 6 weeks). CCl_4_ was diluted in mineral oil with a ratio of 1:5. Samples were taken 4 weeks after the last injection (age of mice: 20 weeks). Mice from the control group were injected with mineral oil.

For the isolation of serum, the following protocol was used. After retro-orbital sampling with anesthesia (1.5% isoflurane with 500 ml/min oxygen), blood was centrifuged at 10,000 g for 5 min, and serum was collected for the measurement of the liver damage markers alanine transaminase (ALT) and aspartate transaminase (AST).

For tissue sampling, the abdomen was carefully opened, and the liver was removed after cutting the liver ligament. After washing with phosphate-buffered saline (PBS), liver tissues were immediately fixed in 4% formalin for paraffin embedding. Additional liver pieces were embedded in Tissue-Tek OCT (Science Services, Munich, Germany) and transferred into liquid nitrogen. The remaining liver tissues were frozen immediately in liquid nitrogen for mRNA and protein isolation. All samples were stored at -80˚C.

### Real-time PCR analysis

Real-time PCR was performed using the ABsolute qPCR SYBR Green Mixes according to the manufacturer’s protocol and the StepOnePlus™ Real-Time PCR system (Thermo Fisher Scientific). Glycerinaldehyd-3-phosphat-dehydrogenase (GAPDH), peptidylprolyl isomerase A (PPIA), tubulin, and TATA-box binding protein (TBP) were used for the normalization of data derived from mouse tissues. The standard curve method was used for quantification analysis (primers listed in supplementary Table S1).

### Cell culture and siRNA transfection

The hepatocyte-derived cell line HLF was obtained from the Japanese Collection of Research Bioresources (JCRB, Osaka, Japan). SVEC4-10 and RAW267 cells were obtained from ATCC (LGC Standards). Cell lines were cultured in DMEM medium (Sigma Aldrich, Steinheim, Germany) supplemented with 10% fetal bovine serum (FCS) and 1% penicillin/streptomycin. Cells were maintained at 37 °C and 5% CO_2_ in a humidified atmosphere and routinely tested for mycoplasma contamination. Authentication was performed by short tandem repeat analysis (DSMZ, Braunschweig, Germany).

For transient transfection of gene-specific small interfering RNA (siRNA, Microsynth, Göttingen, Germany), Oligofectamine was used according to the manufacturer’s protocol (Thermo Fisher Scientific, Darmstadt, Germany). siRNAs were used at a final concentration of 20 nM. For transfection, three 10 cm dishes with 7 × 10^5^ cells were prepared one day before transfection. Equimolar concentrations of no template control (NTC) and YAP and TAZ-specific siRNAs were used. The cell culture medium was replaced after 24 h. siRNAs used in this study were: no-template control (NTC): 5'-UGG-UUU-ACA-UGU-CGA-CUA-A-dTdT-3'; siYAP: 5'-GGA-GGA-AGC-UAG-AUA-AAG-AUU-dTdT-3'; siTAZ: 5'-AGG-UAC-UUC-CUC-AAU-CAC-A-dTdT-3'.

For stimulation experiments, SVEC4-10 cells were starved overnight and stimulated with murine CXCL11 (100 ng/ml, R&D Systems, Minneapolis, MN, USA) and FLT3L (100 ng/ml, R&D Systems) for 24 h. Isolated proteins were subjected to Western immunoblotting.

RAW264 cells were starved for 12 h and treated with CXCL11 and FTL13 (100 ng/ml). Following a 24 h incubation, the medium was removed, and the cells were washed three times with PBS. The cells were then fixed with paraformaldehyde and treated with 0.1% Triton-X for 20 min. After three washes with PBS, the cells were blocked with goat serum for 1 h at RT. Cells were incubated with the YAP antibody for 16 h at 4 °C. After washing with PBS, the second antibody was added for 1 h. The nuclei were stained with DAPI.

Immortalized KC cells (ImKCs) were obtained from MilliporeSigma/Merck KGaA, Darmstadt, Germany) and cultured in RPMI medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin [65].

### Lateral migration experiment

ImKCs were seeded in ibidi inserts (ibidi GmbH, Gräfelfing, Germany) creating a 500 µm gap. In the evening, FCS was reduced by changing the culture medium to 1% FCS with antibiotics. The next day, mitomycin was added to block cell proliferation (2.5 µg/ml medium). After incubation for three hours, the ibidi inserts were removed and new medium containing 1% FCS and cytokines was added (100 ng/ml for CXCL11 and FLT3L, respectively). Digital pictures of gaps were taken immediately after removing the inserts (0 h) and after 48 h.

### Western immunoblotting and co-immunoprecipitation (coIP)

Extraction of total protein extracts and analysis by Western immunoblotting and coIP was recently described in detail [66]. Proteins for coIP experiments were isolated 48 h after siRNA transfection. Antibodies used in this study are listed in Suppl. Table S2. Signal detection for coIP experiments was done using the Quick Western Kit (LI-COR Biosciences, Bad Homburg, Germany).

### Chromatin immunoprecipitation (ChIP)

HLF cells were seeded onto 15 cm dishes and incubated until reaching about 80% confluency. Cells were fixed with 1% formaldehyde in PBS for 15 min and quenched with 2.5 M glycine for 5 min. Subsequently, cells were harvested in RIPA buffer supplemented with 1 × Protease Inhibitor Mix G and sonicated to generate DNA fragments of less than 500 bp. After preclearing, samples were mixed with 2 µg of specific antibody or IgG as control and Dynabeads, followed by incubation at 4 °C overnight. After several washing steps (4 × RIPA, 4 × IP wash buffer, 2 × TE), the protein-DNA complexes were eluted from the Dynabeads. Cross-linking was reversed by adding 4 M NaCl and incubation at 65 °C for 5 h. DNA was purified using the NucleoSpin® Gel and PCR Clean-up Kit according to the manufacturer’s instructions. Finally, precipitated DNA was quantified with qPCR using a serial dilution of genomic DNA to calculate a reference standard curve. ChIP primers were designed based on the TEAD4 binding sites identified by ChIP-Seq data analysis and the prediction of TEAD4 binding sites using the JASPAR database [67]. Commercially available primers covering the human CTGF promoter and primers covering the CTGF upstream region without transcription factor binding site were employed as positive and negative controls, respectively (SimpleChIP®, Cell Signaling).

### Tissue staining protocol

After overnight fixation with 10% buffered formalin, liver specimens were dehydrated, embedded in paraffin, and cut into 2–3 μm sections. All tissue sections were stained with H&E and counterstained with hematoxylin according to a standard protocol.

For immunohistochemistry, sections were deparaffinized and rehydrated: 3 × xylene (5 min), 2 × 100% ethanol (2 min), 2 × 95% ethanol (2 min), 2 × 70% ethanol (2 min), rinsing with aqua dest. Antigen retrieval was done using a pressure cooker (YAP, TAZ) or steamer (pan-CK, CTGF) in citrate buffer. For staining YAP and TAZ, slides were incubated with primary antibodies at 4 °C overnight (antibodies are listed in Suppl. Table S2). Slides were washed in TBST buffer twice for 5 min, and tissue sections were incubated with Enzo anti-Rabbit Polymer-AP for 30 min (Enzo Life Sciences GmbH, Lörrach, Germany). Signal detection was done with liquid Permanent Red (Agilent/Dako, Santa Clara, CA, USA). For pan-CK detection, horseradish peroxidase (HRP) was utilized. Slides were blocked with H_2_O_2_ for 7 min, followed by incubation with the first antibody at room temperature for 1 h. The Polyview Plus HRP system was used for signal detection (Enzo Life Sciences GmbH). For the immune marker staining, the fully automated BOND system was used (Leica Biosystems, Wetzlar, Germany).

Sirius red staining was performed for visualization of extracellular connective tissue material. For this, dewaxed and rehydrated tissue slides were immersed in ready-to-use sirius red solution for 1 h (Morphisto GmbH, Frankfurt am Main, Germany). Slides were washed with hydrochloric acid twice for 1 min. All slides were mounted with coverslips.

### Machine-learning algorithm and image analysis

Stained tissue slides were used for image analysis and quantification. Sections were digitalized using slide scanners (Aperio AT2, Leica Mikrosysteme Vertrieb GmbH, Wetzlar, Germany or ZEISS Axio Scan Z1, Carl Zeiss Microscopy GmbH, Oberkochen, Germany) at 40 × magnification. The whole slide images were divided into tiles (square images of 1 mm^2^ size) using OpenSlide in Automated Slide Analysis Platform (ASAP) software (https://computationalpathologygroup.github.io/ASAP/). All tiles except those with evident staining and/or scanning artifacts were used for image processing and quantification. Furthermore, tiles with half or less of viable tissue area were excluded.

A random forest machine-learning algorithm was trained to recognize stained immune cells or cytoplasmic stains (e.g., sirius red stains) on the tissue samples using the Ilastik software (v1.3.3) [68]. The random forest classifier was applied to all tiles to generate probability maps. The resulting probability maps were thresholded and quantified with ImageJ scripts (v1.53q) [69].

Immunofluorescent stainings of YAP and DAPI were documented with 40X magnification. For each treatment group, the fluorescence intensity of four representative pictures was quantified using ImageJ. To quantify YAP intensity, all pictures were adjusted with the same threshold. For cell counting, the DAPI channel was adjusted with the same threshold and then converted to binary using the “make binary” function. After applying the “fill holes” and “watershed” processes, the “analyze particles” function was used to quantify the cells. The cell count normalized the YAP intensities, and statistical analysis between different groups was performed using One-way ANOVA.

### Mouse cytokine antibody array

Two hundred cytokines and growth factors in the serum of mice were measured using the G-series mouse cytokine antibody array 4000 (Raybiotech, Norcross, GA, USA). Five hundred microliter of serum from 5 WT and 10 YAP^KO^ mice were quantitatively measured (tebu-bio, Perray en Yvelines, France). Before calculating the p-value, results for each cytokine in WT and YAP^KO^ were tested for equal variances (F-test).

### Measurement of blood serum markers

For the analysis of liver damage markers, 10 µl of murine blood serum was applied to Fuji DRI-Chem slides (GPT/ALT and GOT/AST) and measured automatically using the DRI-Chem NX500 (Fuji GmbH, Tokyo, Japan).

### Cell isolation for single-cell analysis

Mice were anesthetized with ketamine/xylazine (100 mg/kg and 12 mg/kg, respectively). After skin disinfection, the abdomen was opened to expose the *vena cava* and the *portal vein*. The portal vein was cannulated and liver perfusion medium (8 ml/min; Gibco/Thermo Fisher) was injected, followed by digestion medium (collagenase activity 200 U/ml, collagenase type II dissolved in DMEM medium) for 3–5 min. Ligaments were cut and the liver was transferred in 10 ml HC wash buffer (Gibco/Thermo Fisher). After removing the gall bladder, liver cells were released and subjected to a 70 µm cell strainer (Falcon). After adding 12 ml HC wash buffer, cells were centrifuged three times at 50 g at 4 °C for three minutes. The cell pellet contained HCs, while NPCs were enriched in the supernatant.

The HC pellet was resuspended in 20 ml Percoll solution after washed with HC wash buffer twice (GE Healthcare, Percoll/PBS, 2:3) and centrifuged with 50 g for 10 min to remove dead cells. Cells were resuspended in William E medium (Gibco/Thermo Fisher) for culture or in PBS with 2% FCS for counting and viability testing. Cell viability was visually determined by Trypan Blue staining.

NPCs in the supernatant were centrifuged at 500 g at 4 °C for 8 min. Cells were resuspended in 2 ml red blood cell (RBC) lysis buffer (Thermo Fisher) and immediately centrifuged at 500 g for 5 min. After washing with 5 ml PFB solution (2% FCS in PBS), NPCs were centrifuged at 500 g for 5 min, and the cell pellet was resuspended in 5 ml gradient buffer (2.5 ml PFB solution, 2.5 ml 40% iodixanol) followed by carefully adding 2 ml PFB on top. After centrifuging at 1,500 g (without brake) for 25 min, NPCs forming a ‘ring’ between the gradient layers were taken up in 8 ml PFB solution. After centrifugation at 500 g for 5 min, the cell pellet was resuspended in 6 ml separation buffer (1.2 ml PFB (without EDTA) and 4.8 ml 30% Histodenz, Sigma-Aldrich/Merck KGaA, Darmstadt, Germany) with 2 ml PBS on top. Cell suspension was centrifuged at 1,500 g without brake to remove cell debris for 23 min. Viable NPCs were enriched between the interface of PBS and the separation buffer. Cells were aspirated and resuspended in PFB solution followed by centrifugation at 500 g for 5 min. The cell pellet was resuspended with PFB solution and immediately used for viability testing. Cell viability was visually determined by Trypan Blue staining. Finally, viable and purified HCs and NPCs were mixed with a ratio of 3:7 and subjected to scRNA-seq analysis.

### scRNA-seq and data processing

Cell numbers were determined by counting using the brightfield option on the Auto Cell Counter (Logos Biosystems, Villeneuve d’Ascq, France). Following this, 16,000 cells were loaded onto the Chromium (10 × Genomics, Leiden, Netherlands) using the Chromium Next GEM Single Cell 3’ kit v3.1 (10 × Genomics). The single-cell suspension was processed as described in the manufacturer’s protocol. After cDNA synthesis, the samples were quantified with the Qubit High Sensitivity Assay (Invitrogen/Thermo Fisher). They were diluted for a quality check on the Agilent Bioanalyzer using a High Sensitivity Assay (Agilent Biotechnologies, Waldbronn, Germany). Libraries were then generated for NGS sequencing. Sequencing was performed at Novogene on the Illumina NovaSeq with 150 PE read output (Illumina, San Diego, USA). Sequence data were applied to Cell Ranger (version 6.0.1, 10X Genomics) to align reads and to generate the barcode unique molecular identifier (UMI) gene expression matrices based on the mouse reference genome mm10 with default parameters. scRNA-seq data have been deposited to the GEO database (GSE234260; https://www.ncbi.nlm.nih.gov/geo/).

### Unsupervised cell clustering, visualization, cell type identification, and expression analysis

The R package Seurat (v4.1.0) was used to perform the unsupervised clustering of cells based on the merged matrix of mouse data. Cells with < 500 or > 6,000 transcripts and mitochondrial gene content > 10% were excluded from further analysis.

The gene expression matrices were normalized to the total UMI counts per cell, followed by log transformation. The top 2,000 *highly variable genes* (HVGs) from the corrected expression matrix were obtained using the FindVariableFeatures function. After regressing cell cycle (S and G2/M scores calculated by the CellCycleScoring function in Seurat, principle component analysis (PCA) was performed to reduce dimensionality. Batch effects were corrected using the RunHarmony function with default parameters. The Louvain–Jaccard graph-based method identified k-nearest neighbor graphs (k-20) of main cell clusters. Next, the RunTSNE function with dimension parameters (1:20) in Seurat was used to reduce high-dimension data into two dimensions for visualization. Finally, the specifically expressed genes in each cell cluster were detected by the Seurat FindAllMarkers function using default parameters. The significant differences in gene expression were defined using the Wilcoxon rank-sum test with Bonferroni correction. The steps mentioned above were repeated for sub-clustering of all major cell types (endothelial cells: ECs, hepatocytes: HCs, Kupffer cells: KCs, hepatic stellate cell: HSCs, Macrophages: MACs, T cells: T, B cells: B, natural killer cells: NK, dendritic cells: DCs). For clustering all cells, EC, HC, KC, and MAC, the top 20, 15, 15, 15, and 20 PCs were selected with a resolution parameter equal to 0.4, 0.3, 0.2, 0.3, and 0.3, respectively.

Differentially expressed genes (DEGs) between two cell types were determined using the Wilcoxon rank-sum test with Bonferroni correction. DEGs were selected based on the following criteria: (1) expressed in more than 10% of the cells within either or both two groups; (2) |log_2_FC|≥ 0.25; 3) Wilcoxon rank-sum test adjusted *p*-value ≤ 0.05.

Gene Ontology Pathway enrichment analyses were performed with DEGs as the input gene list to gain insight into the biological functions of different cell clusters. Enrichment scores (p-values) were calculated using the clusterProfiler (v3.14.3) R package with a hyper-geometrical statistical test (threshold = 0.05). The Benjamini–Hochberg method was used to estimate the false discovery rate (FDR).

### ChIP-Seq data analysis

TEAD4 ChIP-Seq data from liver cancer cells (HepG2) were retrieved from GEO (GSE170161) [46, 47]. TEAD1 and TEAD4 Chip-Seq data from a cholangiocarcinoma cell line (HuCCT1) were retrieved from GEO (GSE68296) [70]. To visualize the ChIP-Seq data, BigWig files were binned, and the corresponding ChIP-Seq tracks were plotted using the function trackplot [71].

### Statistical analysis

Data are represented as mean -/ + standard deviation (SD) or Standard Error of Mean (SEM). Statistical tests used and sample sizes are described in Figure Legends. All statistical tests and graph preparation were done with Prism 9 software (GraphPad). Significance levels are as follows: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 (TIFF 1966 KB) Supplementary Figure S1: CCl4-induced fibrosis and generation of YAP/TAZ-deficient mice. (A.) Exemplary sirius red stain of WT mice after CCl4 treatment (2x for six weeks followed by four weeks without injection) illustrates mild peri-portal and porto-portal bridging fibrosis. (B.) Real-time PCR of murine YAP and TAZ in liver lysates from WT (n=8), YAP^KO^ (n=8), TAZ^KO^ (n=8), and DKO (n=9) male mice. For normalization, the expression of murine GAPDH and PPIA were used. (C.) Exemplary Western immunoblot of whole liver tissue lysates. Next to WT mice (n=2), animals with heterozygous YAP deletion and homozygous TAZ deletions (YAP^+/Δ^/TAZ^Δ/Δ^; n=2), homozygous YAP deletions and heterozygous TAZ deletion (YAP^Δ/Δ^/TAZ^+/Δ^; n=2) are shown. (D.) A machine learning algorithm was used to quantify YAP and TAZ positivity in HCs. YAP-positive NPCs in YAP^KO^ and DKO samples were detected and excluded from further analysis (Figure 3). Graphs show results from up to 404 tiles per mouse line. Data illustrate diminished YAP levels in YAP^KO^ and DKO mice. TAZ levels in TAZ^KO^ and DKO mice appear to be unchanged as TAZ is not efficiently detected by immunohistochemistry in HCs and BECs. (E.) Immunohistochemical staining of the YAP target gene CTGF. Black arrowheads: bile ducts with BECs. (F.) Average necrosis diameter in YAP^KO^ (n=13 with 142 lesions) and DKO mice (n=8 with 82 lesions). Statistical test: Mann–Whitney U test. ***p≤0.001. (G.) Liver/body weight ratio of WT (n=9), YAP^KO^ (n=7), TAZ^KO^ (n=6), and DKO (n=7) female mice. Statistical test: ANOVA with Dunnett’s multiple comparisons test. ns: not significant. (H.) Serum liver damage markers ALT/AST in female WT (n=5/4), YAP^KO^ (n=7/7), TAZ^KO^ (n=5/4), and DKO (n=7/5) animals. Statistical test: Dunnett’s multiple comparisons. *p≤0.05, ns: not significant. For G./H.: Statistical comparisons not displayed do not reach the significance level (p>0.05).

Supplementary file2 (TIFF 512 KB) Supplementary Figure S2: Detection of YAP/TEAD and TAZ/TEAD interaction in HC-derived cells. Human HLF cells were used as a model system for coIP experiments. (A.) Western immunoblotting revealed that transfection of YAP- and TAZ-specific siRNAs efficiently diminished both proteins after 48 hr. (B.) Western immunoblot after immunoprecipitation (IP) of TEAD family members. YAP and TAZ antibodies detected both proteins bound to TEADs. The membrane was cut around 60 kDa for YAP or TAZ antibody incubation. (C.) Western immunoblot after IP of YAP or TAZ. A pan-TEAD antibody detected TEAD family members bound to YAP or TAZ. NTC: no template control. siYAP/siTAZ: transfection of gene-specific siRNA (20 nM). For input, 10% of the protein fraction was used. IP with IgG but without protein fraction served as control.

Supplementary file3 (TIFF 6789 KB) Supplementary Figure S3: Comparison of YAP positivity in EC cells. Exemplary YAP and TAZ stains in the portal field, parenchyma, and central vein are shown. Black arrows: YAP- and TAZ-negative “big vessel” ECs in WT, YAP^KO^, TAZ^KO^, and DKO mice. Red arrows: YAP-positive “big vessel” ECs. Red arrowheads: positive sinusoidal ECs.

Supplementary file4 (TIFF 1448 KB) Supplementary Figure S4: Scheme summarizing the single-cell isolation protocol from murine liver tissues. One mouse from each mouse strain (WT, YAP^KO^, TAZ^KO^, and DKO) was subjected to single-cell isolation. NPCs and HCs were isolated separately to obtain the highest quality of viability cell populations. Immediately after isolating viable NPC and HC populations, both cell fractions were mixed (ratio 7:3) and subjected to scRNA-seq analysis. The figure was modified using Servier Medical Art (http://smart.servier.com).

Supplementary file5 (TIFF 370 KB) Supplementary Figure S5: Marker panel used for the identification of hepatic cells. Bubble plot showing the expression of marker genes for different hepatic cell types. Marker profiles used for the identification of cell clusters were: VTN, AGXT, RGN (HCs); SPP1, SOX9, KRT19 (BECs); PECAM1, NTN4, EFNB1, CDH13 (ECs); NKG7, KLRE1, XCL1 (NK cells); TRBC2, CD3D, CD3G (T cells); CD79A, EBF1, PAX5 (B cells); CLEC4F, VISIG4, TIMD4 (KCs); LYZ2, CX3CR1, ITGAM (MACs); CD74, IRF8, SIGLECH, CD300C (DC cluster 2); DCN, COLEC11, RELN (HSCs). Although separated in the t-SNE plot, DC cluster 1 very likely belongs to the MACs group as similar biomarkers are expressed.

Supplementary file6 (TIFF 6157 KB) Supplementary Figure S6: Heatmap showing the top ten genes discriminating EC subclusters. The colored bars indicate subclusters EC-0 to EC-7. The top ten genes characterizing each cluster are shown on the left side.

Supplementary file7 (TIFF 1205 KB) Supplementary Figure S7: Subclusters without induction of YAP in ECs and KCs. (A.) Violin plot showing variable YAP expression in the subclusters EC-0, EC-1, EC-3, EC-4, EC-5, and EC-6 isolated from WT, YAP^KO^, TAZ^KO^ and DKO mice. (B.) Violin plot showing variable YAP expression in the subclusters KC-0, KC-2, and KC-3 in tissue samples derived from WT, YAP^KO^, TAZ^KO^, and DKO mice.

Supplementary file8 (TIFF 5952 KB) Supplementary Figure S8: Heatmap showing the top ten genes discriminating KC subclusters.The colored bars indicate subclusters KC-0 to EC-4. The top ten genes characterizing respective clusters are shown on the left side.

Supplementary file9 (TIFF 5227 KB) Supplementary Figure S9: HSC subpopulations in mouse livers of WT, YAP^KO^, TAZ^KO^, and DKO mice. (A.) Identification of HSC subclusters. Three HSC clusters were identified (HSC-0, HSC-1, and HSC-2). Further unsupervised clustering of HSC-2 revealed four HSC groups with distinct molecular features (HSC-2/0 to HSC-2/3). For example, HSC-2/0 cells showed characteristics of HGF-positive cyHSCs, while COL1A1 was enriched in HSC-2/3 and defined myHSCs. (B.) Heatmap of top expressed genes in subpopulations HSC-2/0, HSC-2/1, HSC-2/2, and HSC-2/3. (C.) Thirteen of fourteen genes defining the subpopulation HSC-2/0 have been described as cyHSC-specific signature genes (see Filiol et al., 2022, Nature). Violin plots illustrate that YAP mRNA is not differentially expressed in the investigated mouse lines. Results for HSC-0 (D.), HSC-1 (E.), and HSC-2 (F.) are shown.

Supplementary file10 (TIFF 655 KB) Supplementary Figure S10: Expression of genes in EC and KC subclusters. (A.) Violin plots illustrate elevated transcript levels of the chemokines/cytokines CXCL10, IL1, and CXCL2 in YAP-positive subgroups EC-2 and EC-7. (B.) Violin plots illustrate elevated transcript levels of the S100 family members S100A6, S100A8, and S100A9 in the YAP-positive EC subgroup EC-7.

Supplementary file11 (TIFF 2281 KB) Supplementary Figure S11: Schematic display of image analysis algorithm used for signal quantification. (A.) Stained tissues are digitalized at high magnification (40x) and divided into tiles (1 mm^2^). (B.) Tiles with artifacts or low viable tissue content are excluded. (C.) Random forest machine learning algorithm is applied on the tile level using Ilastik software. Random forest combined the output of multiple decision trees to detect the highest scoring class for each tile pixel. (D.) Based on the classification result, tissue structures are detected, such as nuclei in areas with specific staining (here exemplified as a red overlay for YAP positivity in HCs).

Supplementary file12 (TIFF 13180 KB) Supplementary Figure S12: Characterization of immune response in WT, YAP^KO^, TAZ^KO^, and DKO livers. Immunohistochemical staining of the granulocyte marker MPO (A.), the T cell marker CD8 (B.), antigen-presenting MHC-II (C.), the T cell markers CD3 and CD4 (D./E.), and the B cell marker B220 (F.). Violin plots illustrate respective quantification. WT (n=4), YAP^KO^ (n=6), TAZ^KO^ (n=4), and DKO (n=6) animals were analyzed using a machine learning algorithm. Statistical test: ANOVA with Dunnett’s multiple comparisons test. *p≤0.05, ns: not significant. In total, 1.343 (MPO), 1.468 (MHCII), 906 (CD3), 1.121 (CD4), and 1.250 (B220) tiles were quantitatively investigated. Statistical comparisons not displayed do not reach the significance level (p>0.05).

Supplementary file13 (TIFF 1655 KB) Supplementary Figure S13: Effects of CXCL11 and FLT3L on cells of myeloid and endothelial origin. (A.)Western immunoblot of protein fractions isolated from the endothelial cell line SVEC4-10 after treatment with CXCL11 and FLT3L. Signal quantification and normalization with actin showed a 10-20% induction of YAP after FLT3L and CXCL11 treatment, respectively. (B.) Immunofluorescence analysis of myeloid RAW264 cells after CXCL11 and FLT3L treatment demonstrated elevated YAP levels. YAP intensity and the cell number were quantitatively measured. (C.) Lateral migration of an immortalized murine KC cell line. Cells were treated with CXCL11 or FLT3L for 48 hrs. Gaps were digitally documented and cell-free areas were quantified. Nine (0 hrs) and ten (ctrl, CXCL11, and FLT3L after 48 hrs) images were analyzed. Statistical test: ANOVA with Dunnett’s multiple comparisons test. **p≤0.01, ***p≤0.001, ns: not significant. ctrl: control.

Supplementary file14 (DOCX 19 KB): Supplementary Tables S1 and S2

## Data Availability

scRNA-seq data have been deposited to the GEO database (GSE234260; https://www.ncbi.nlm.nih.gov/geo/).

## Abbreviations

BDL: Bile duct ligation
BEC: Biliary epithelial cell
CCl_4_: Carbon tetrachloride
CXCL11: C-X-C motif chemokine ligand 11
DKO: Double knock-out
EC: Endothelial cell
FLT3L: fms-related receptor tyrosine kinase 3 ligand
HCC: Hepatocellular carcinoma
HC: Hepatocyte
HSC: Hepatic stellate cell
ICAM1: Intercellular adhesion molecule-1
IL1: Interleukin-1
KC: Kupffer cell
LSEC: Liver sinusoidal endothelial cell
MDR2: Multidrug resistance 2
NPC: Non-parenchymal cell
PHx: Partial hepatectomy
TAZ: Transcriptional coactivator with PDZ-binding motif
TEAD: TEA domain transcription factor
YAP: Yes-associated protein

# Supplementary material for: Dynamic YAP expression in the non-parenchymal liver cell compartment controls heterologous cell communication
**Source:** Cell Mol Life Sci. 2024 Mar 4;81(1):115. doi: 10.1007/s00018-024-05126-1
**Supplement:** Supplementary file 14 — Supplementary file14 (DOCX 19 KB): Supplementary Tables S1 and S2

**Supplementary Table 1: Primers**

| Primer name | application (ref. seq.) | Sequence (5'-3') |
| --- | --- | --- |
| YAP-for (flox and KO) | genotyping floxed and KO | ACATGTAGGTCTGCATGCCAGAGGAGG |
| YAP-rev1 | genotyping floxed | AGGCTGAGACAGGAGGATCTCTGTGAG |
| YAP-rev2 | genotyping KO | TGGTTGAGACAGCGTGCACTATGGAGC |
| TAZ-for (flox and KO) | genotyping floxed and KO | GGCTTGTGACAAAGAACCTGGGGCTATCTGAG |
| TAZ-rev1 | genotyping floxed | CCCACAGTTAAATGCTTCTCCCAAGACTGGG |
| TAZ-rev2 | genotyping KO | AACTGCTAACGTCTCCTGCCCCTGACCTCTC |
| Cre-for | genotyping Cre | GCCTGCATTACCGGTCGATGCAACGA |
| Cre-rev | genotyping Cre | GTGGCAGATGGCGCGGCAACACCATT |
| YAP-for | qPCR (NC_000075.6) | CAGACGCTGATGAATTCTGCCT |
| YAP-rev | qPCR (NC_000075.6) | CTTGCTCCCATCCATCAGGAA |
| TAZ-for | qPCR (NC_000069.6) | CAGCCGAATCTCGCAATGAATCAC |
| TAZ-rev | qPCR (NC_000069.6) | ACTCATGAGCCCTGTGGGTT |
| tubulin-for | qPCR (NC_000068.7) | TCACTGTGCCTGAACTTACC |
| tubulin-rev | qPCR (NC_000068.7) | GGAACATAGCCGTAAACTGC |
| GAPDH-for | qPCR (NC_000072.6) | TGTCCGTCGTGGATCTGAC |
| GAPDH-rev | qPCR (NC_000072.6) | CCTGCTTCACCACCTTCTTG |
| PPIA-for | qPCR (NC_000077.6) | AGCTGTCCACAGTCGGAAAT |
| PPIA-rev | qPCR (NC_000077.6) | GCATACAGGTCCTGGCATCT |
| TBP-for | qPCR (NC_000083.6) | TTGTCTGCCATGTTCTCCTG |
| TBP-rev | qPCR (NC_000083.6) | CAGGGTGATTTCAGTGCAGA |
| CTGF-for | ChIP qPCR (NC_000076.7) | SimpleChIP® Human CTGF Promoter Primers #14927 |
| CTGF-rev | ChIP qPCR (NC_000076.7) | SimpleChIP® Human CTGF Promoter Primers #14927 |
| Negative Control CTGF-for | ChIP qPCR (NC_000076.7) | SimpleChIP® Human CTGF Upstream Primers #14928 |
| Negative control CTGF-rev | ChIP qPCR (NC_000076.7) | SimpleChIP® Human CTGF Upstream Primers #14928 |
| ICAM1-for | ChIP qPCR (NC_000019.10) | CCGCCCGATTGCTTTAGCTTG |
| ICAM1-rev | ChIP qPCR (NC_000019.10) | GCATTTGTTCCGGAGGGGA |
| Negative Control 1 ICAM1-for | ChIP qPCR (NC_000019.10) | ACTTGCCTGGAACTTATTTCCCT |
| Negative Control 1 ICAM1-rev | ChIP qPCR (NC_000019.10) | TTCAGCAGAGATCTAAATGACGAGA |

**Supplementary Table 2: Antibodies**

| Antibody (clone) | Application, dilution | Source/Company | Cat. No (#); RRID identifier |
| --- | --- | --- | --- |
| β-Actin (13E5) | WB, 1:10,000 | Cell Signaling Technology, Leiden, Netherlands | #4970; AB_2223172 |
| YAP (D8H1X) | IHC/IF, 1:200  coIP, 1:1,000 | Cell Signaling Technology | #14074; AB_2650491 |
| YAP | WB, 1:500 | Cell Signaling Technology | #4912; AB_2218911 |
| TAZ | IHC, 1:250 | Bioss Antibodies Inc. Woburn, MA, USA | #bs-12367R; N/A |
| TAZ | WB, 1:500 | Cell Signaling Technology | #4883; AB_1904158 |
| TAZ | coIP, 1:1,000 | Cell Signaling Technology | #72804; AB_2904134 |
| pan-TEAD | coIP, 1:1,000 | Cell Signaling Technology | #13295S; AB_2687902 |
| CTGF | IHC, 1:200 | Abcam, Berlin, Germany | #6992: AB_305688 |
| F4/80 (BM8) | IHC, 1:250 | BMA Biomedicals, Augst, Switzerland | #T-2006; AB_1227368 |
| CLEC4F | IF, 1:2,000 | R&D Systems, Minneapolis, MN, USA | #AF2784; AB_2081339 |
| CD8 (4SM15) | IHC, 1:200 | Thermo Fisher Scientific | #AB14-0808-82; AB_2572771 |
| Pan-CK | IHC, 1:400 | Agilent, Santa Clara, CA, USA | #Z0622; AB_2650434 |
| MHCII (M5/114.15.2) | IHC, 1:500 | Bio-Techne GmbH, Wiesbaden, Germany | #NBP1-43312; AB_10006678 |
| CD68 | IHC, 1:200 | Abcam | #ab125212; AB_10975465 |
| MPO | IHC, 1:50 | Abcam | #ab9535; AB_307322 |
| B220 (RA3-6B2) | IHC, 1:3,000 | BD Pharmingen, Heidelberg, Germany | #553084; AB_394614 |
| CD3 (SP7) | IHC, 1:500 | Thermo Fisher Scientific | #MA1-90582; AB_1956722 |
| CD4 (4SM95) | IHC, 1:500 | Thermo Fisher Scientific | #14-9766-95; AB_2865432 |
| anti-rabbit IgG Alexa Fluor 488 | IF; 1:250 | Abcam | #150077; AB_2630356 |

How the deposited data were processed for this re-analysis (not part of the article)

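Single-cell RNA was sequenced from the livers of 4 mice, 1 each of the genotypes WT, YAP KO, TAZ KO and DKO, with HCs and NPCs isolated separately and mixed before loading. The authors aligned the reads to mm10 with Cell Ranger (version 6.0.1 in the paper's text, 4.0.0 in the headers of the matrices) and deposited 1 matrix of UMI counts per library, with 55488 genes and the barcodes kept by that step. The values are counts of UMIs, without normalization. Of the genes, 55141 are listed in release 21 of the mouse GENCODE annotation, from which coordinates and transcript lengths were taken.

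Cells were kept with 500 to 6000 detected genes and at most 10% mitochondrial UMIs. The paper's limits are given in transcripts. A rule fixed before the data were examined compared both readings, genes and UMIs, with the paper's number of cells, and it fell back on genes because neither came within its margin. The median number of UMIs per barcode in the deposited matrices was 1598 in WT, 6689 in YAP KO, 1723 in TAZ KO and 5670.5 in DKO. Barcodes with over 10% mitochondrial UMIs numbered 592 in WT, 313 in YAP KO, 1151 in TAZ KO and 264 in DKO, and those with over 6000 genes 133, 418, 25 and 166.

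Counts were log-normalized in Seurat 5.3.0 (R 4.3.3) to 10000 UMIs per cell, S and G2/M cell cycle scores were regressed out, and 2000 variable genes and 20 principal components were used for all cells. The components were corrected by library with an implementation of Harmony written for this purpose. On simulated data of 5100 cells, the correction lowered the share of neighbors from the same library from 100% to 34.38% and left neighbors of the same type at 100%. Louvain clustering used 20 neighbors and resolution 0.4 for all cells, and 15 components and resolution 0.3 for ECs, KCs and HSCs. Clusters were named from 89 marker genes of 13 types, written down beforehand. Doublet scores came from Scrublet in scanpy 1.11.5. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

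UMIs were summed per gene, group of cells and library and scaled to 1000000 UMIs. Intervals at 95% were exact: Poisson for counts, conditional binomial for CPM ratios to WT, and Clopper-Pearson for shares of cells. Ratios of shares carry a range from the lower limit over the upper limit of WT to the upper over the lower. This range is wider than a 95% interval. A count of 0 was given the level of 3 UMIs as its limit. Because each genotype has 1 library, no test between genotypes was made and no p-value is given. Shares of cells with a UMI were computed with all UMIs and after thinning each cell to 1000 or 2000 UMIs. The list of 22 YAP target genes was compared with 10000 random lists of genes with matched expression. In a test on simulated data with 8785 genes, of which 200 were changed, between 95.2% and 95.6% of the intervals of unchanged genes covered the true ratio.

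The results cover the genes the paper names and, as a rule fixed beforehand, the 5 genes in each direction with the largest ratio to WT in the same direction in YAP KO and DKO, with 1 added to each count, among genes with at least 100 UMIs, in ECs and in KCs, leaving out marker genes of hepatocytes, B cells, T cells and neutrophils. The rule that chose the EC subcluster with the highest sum of interferon genes, and the rule that chose the mixed cluster of ECs and neutrophils, were set after the clusters were seen. Other genes appear as markers, as leading genes of subclusters or in the tests of explanations, and those of most such tests were chosen after the results were seen.

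Alternatives covered the reading of the limits, up to 20% mitochondrial UMIs, no batch correction, resolutions of 0.8 and 0.6, Scrublet doublets left out, cells selected by markers, other totals for scaling, log-normalized means, and shorter target lists. Immunohistochemistry, serum measurements, ChIP-seq, Gene Ontology enrichment and the cell line experiments were not analysed here.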

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

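The test of sex was planned, and the other tests in this part were chosen only after the results were seen. Each result below is a signal in genes, or in genes of a cell type, for which the paper's text reports no scRNA-seq result, although the paper counts granulocytes by stains and names VWF in ECs. The libraries did not differ in sex, since the highest Xist level was 0.118 CPM, while the Y-linked gene Ddx3y was found in all 4 libraries.

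A cluster of 953 neutrophils was found, with 319 cells in WT, 401 in YAP KO, 50 in TAZ KO and 183 in DKO. Free RNA was excluded as its source, because the sum of S100a8 and S100a9 in the cluster was at least 453 times that of HCs, ECs, KCs, B cells and T cells in each library. Its size was not compared between genotypes, since cells were mixed before loading, and a difference of genotype was not tested.

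Of the genes considered in ECs, Igfbp5 had the largest ratio to WT shared by YAP KO and DKO, with a smaller log2 ratio of 5.23. It rested on 7 UMIs in 6 cells of WT, 268 in 19 cells of YAP KO, 37 in 9 cells of TAZ KO and 242 in 22 cells of DKO, and was highest in EC subcluster 6, at 386 CPM in YAP KO and 861 in DKO. Fbln2 was found in 24 ECs of YAP KO and 33 of DKO, and spread between so few cells is not part of the counting error. The smaller ratio was 4.95 for Ch25h (3.01 to 8.03, from 2 UMIs in WT), 2.65 for Timp2, 2.68 for Pi16 and 2.57 for Fbln2. Timp2 (4.10), Igfbp5 (2.94) and Fbln2 (1.70) were also higher in TAZ KO, with intervals above 0, so that their rise is not limited to libraries that lack YAP. A different makeup of EC subclusters was excluded for these 5 genes as the whole cause, because the smallest ratio was 1.60 with subclusters weighted as in WT, while a finer makeup was not tested. Free RNA was excluded for Igfbp5, Timp2, Pi16 and Fbln2, whose level in B or T cells was at most 28.8% of that in ECs. For Ch25h in EC subclusters 6 and 7, which held 54 of its UMIs in YAP KO and 27 in DKO, free RNA was excluded, because the level was at least 18.9 times that of any other cell type. In the other ECs free RNA and expression cannot be told apart, since few UMIs were counted and the level in T cells of YAP KO was 106% of theirs. In DKO it was 34.5%, and B cells had 0 Ch25h UMIs in both libraries. The T cells included cluster 14, which carried EC markers and many called doublets. A strain variant that changes read alignment alike in every cell type was excluded for Timp2, since its log2 ratio of DKO to WT in KCs was 0.34. A variant that acts in some cell types was not tested, and from WT to DKO Timp2 also rose in HSCs (241 to 662 CPM), B cells (7.53 to 38.5) and T cells (33.2 to 80.7). The ratio of Fbln2 in YAP KO reversed with the limits read as UMIs. Genotype and differences between single mice stay open and were not tested.

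Of the genes considered in KCs, Gpnmb had the largest shared ratio, with a smaller log2 ratio of 7.37 (4.88 to 12.68), from 1 UMI in WT, 224 in YAP KO, 1 in TAZ KO and 201 in DKO. In YAP KO, doublets with macrophages are a candidate explanation, because the other abundant genes of macrophages with Gpnmb reached 0.612 times the share of Gpnmb in KCs chosen by a random part of their Gpnmb UMIs and measured with the others. In DKO this value was 0.396 (central 95% of 200 splits 0.253 to 0.522), and macrophage RNA and expression in KCs cannot be told apart, since most of these genes lay below the share of Gpnmb, while the KC markers were near the level of a mixture. In the splits 11.5% of the genes reached the share of Gpnmb, and 23.2% in YAP KO. With all UMIs in DKO, the share of the macrophage level was 47.5% for Gpnmb and 13.1% at the median of the 25 other genes, with 77.5% for Mmp12 and 72.9% for Anpep, the only ones above Gpnmb, and 3.09% for Spp1 and 0.141% for Cx3cr1. Of these KCs, 2.82% were called doublets in DKO, where 1.92% of all cells were, and 61.5% of 13 cells in YAP KO, where another rule called 8.00% of all cells. In DKO their KC markers were at 14156 CPM in the splits, where a mixture would have 13627, and in YAP KO at 3350, where it would have 6859. Earlier forms of this test gave 4.21 over both libraries, and 0.573 and 0.276 with the same UMIs used to choose and to measure the cells. Earlier forms of the test of free RNA gave 51.8% for all 5 EC genes and 48.9% for Ch25h. They were replaced, and the ranges that leave tests undecided were set, after the values were seen.

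Vwf had a smaller log2 ratio of 3.01 in KCs. RNA of ECs in doublets may account for it, because 91.0% of the Vwf UMIs of YAP KO and DKO KCs lay in the KC subcluster with EC genes. With the top 8% of cells by Scrublet score left out, the ratio was -3.16 in YAP KO and -1.17 in DKO.

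The pseudogene Gpr137b-ps had a smaller log2 ratio of 3.24 in KCs, Gm21188 of 2.99 and Runx3 of 2.76. Reads shared between paralogs were not tested for Gpr137b-ps and Gm21188, and no explanation was tested for Runx3. The ratio of Runx3 was 0.09 in YAP KO and 0.69 in DKO with the top 8% of cells by score left out. Gpr137b-ps (3.78) and Gm21188 (1.96, 0.27 to 4.04) were also higher in TAZ KO.

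Among the genes with the largest shared falls, apart from Mup genes, were Rnase10 in ECs and Rn7sk in KCs, for which no explanation was tested. Rnase10 had 63 UMIs in WT, 1 in YAP KO (-6.01, -11.33 to -3.48), 38 in TAZ KO and 0 in DKO, where the log2 ratio was at most -3.97. The log2 ratio of Rn7sk was -3.49 in YAP KO, -4.51 in TAZ KO and -3.35 in DKO.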

How the results depend on the processing

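Of 243 values of the main results under an alternative, 213 kept their direction and stayed within their interval or their side of the threshold, 20 moved, 1 reversed, 8 became weaker and 1 stronger. Of 494 values of single genes, 420 stayed, 58 moved and 16 reversed. The cause was not tested for any value below unless stated. The top 8% of cells by Scrublet score, ECs without mixed subclusters and list genes with at least 100 UMIs were chosen after seeing the data. No paired analysis was possible because each genotype has 1 mouse and the mice are not paired.

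With the limits read as 500 to 6000 UMIs, which kept 3273 cells of YAP KO and 4654 of DKO, the log2 ratio of Yap1 in HCs was 2.43 in TAZ KO and -2.96 in DKO, and 0.53 in the interferon EC subcluster of YAP KO. The target list lay at percentile 24.41 in YAP KO and 18.33 in TAZ KO. Reversed ratios in ECs were -0.0117 for Ifit2 and -0.57 for Fbln2 in YAP KO, 0.97 for Il1b and 0.34 for S100a9 in DKO, and 0.58 for S100a9 in YAP KO.

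With up to 20% mitochondrial UMIs the target list lay at percentile 27.04 in YAP KO and 5.02 in TAZ KO. Without batch correction it lay at 25.89 in YAP KO, Yap1 in the interferon EC subcluster of DKO was 1.12 (-2.35 to 3.92), and Il1b in ECs of YAP KO was -2.38. In that setting 1064 of the 1087 cells of the subcluster came from YAP KO, so that the ratio of DKO rests on few cells. At resolutions of 0.8 and 0.6 the target list lay at 4.27 in YAP KO, Yap1 in the interferon EC subcluster of TAZ KO was 0.30, and S100a8 and S100a9 in ECs of YAP KO were 4.32 and 4.28.

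With Scrublet doublets left out, which removed 7.86% of WT and 8.00% of YAP KO cells but 2.52% of TAZ KO and 1.92% of DKO cells, Yap1 in KCs was 2.20 in TAZ KO and 1.58 in DKO, and in the Sparc and Bmp2 subcluster 2.33 and 1.47. Il1b in ECs was -0.82 in YAP KO and 0.91 in DKO, S100a8 0.0384 and S100a9 0.51 in YAP KO. With the top 8% left out of every library, that subcluster held only 36 cells. Yap1 there was -0.74 in YAP KO, -0.42 in DKO and, reversed, -0.0213 in TAZ KO. BECs were then 0.247% of DKO cells, where the BECs included a cluster of 35 cells like a cluster named HSC otherwise. S100a8 was 0.0549 and S100a9 0.56 in ECs of YAP KO, and Vwf in KCs was -3.16 in YAP KO and -1.17 in DKO.

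With cells selected by markers, Yap1 in ECs was -0.25 (-0.46 to -0.04) in YAP KO and -0.38 (-0.60 to -0.16) in DKO. It was -2.55 and -2.97 in KCs, and -2.46 (-4.05 to -1.11) and -1.93 (-3.24 to -0.76) in HSCs. Median depths of the selected KCs and HSCs were 2787 and 3032 UMIs in WT. They were 14175 and 10231 in YAP KO, and 7484 and 9124.5 in DKO. The selected ECs of DKO numbered 1624, against 1341 clustered ECs, so that some lay outside the EC clusters. With list genes of at least 100 UMIs the target percentile was 4.97 in YAP KO and 10.97 in TAZ KO, and with Ccn1, Ccn2 and Axl only it was 0.06 in DKO.

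HSC values could not be computed in 4 settings with fewer than 200 named HSCs, where the cluster with most HSC genes stayed unnamed: limits read as UMIs, 20% mitochondrial UMIs, no batch correction and the higher resolutions. Depth limits the smaller subclusters and cluster 16, where only large differences in Yap1 were detectable.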

Differences from the paper's values

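The paper gives 5 KC subclusters, and 8 were found. With up to 20% mitochondrial UMIs the number was 7 and with Scrublet doublets left out it was 6, both within 1.5 times the paper's number. With the limits read as 500 to 6000 UMIs (8), without batch correction (10), with the top 8% of cells by Scrublet score left out (9) and at resolutions of 0.8 and 0.6 (12) it was not.

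The paper states that YAP rises in the interferon EC subcluster of YAP KO and DKO and not in TAZ KO. EC subcluster 0 was only a weak match to EC-2, and its values may describe other cells. No interferon gene was among its leading genes, while Ntn4, which Fig. 4C gives for EC-1/EC-6, was. In EC subcluster 0 the log2 ratio of Yap1 to WT was 0.16 in YAP KO and 0.24 in DKO, with intervals that included 0, and 0.69 in TAZ KO. As shares of cells without thinning, the ratio was 1.50 (1.11 to 2.02) in YAP KO for this subcluster, and over all ECs 1.47 in YAP KO and 1.25 (1.03 to 1.52) in DKO. No alternative gave an interval above 0 in YAP KO or DKO for CPM in that subcluster.

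The paper states from its scRNA-seq data that YAP rises in 1 KC subcluster of YAP KO and DKO. It also reports YAP protein in KCs by co-staining with CLEC4F and in ECs by immunohistochemistry. Those stains were not analysed here, and RNA counts do not measure that protein. In KC subcluster 1 the ratio was 0.10 in YAP KO and 0.30 in DKO, with intervals that included 0, 1.26 in TAZ KO, and Yap1 was present in WT at 13.8 CPM. With Scrublet doublets left out, the ratio of DKO was 1.47 (0.56 to 2.50) there and 1.58 (0.79 to 2.44) in all KCs, while that of YAP KO was 0.63 with an interval that included 0. With KCs selected by markers, Yap1 fell, by -2.55 (-3.51 to -1.69) in YAP KO and -2.97 (-4.25 to -1.90) in DKO. This fall cannot decide the question, because the selected WT cells included cells outside the KC clusters. They carried 57 Yap1 UMIs, against 46 in all clustered WT KCs. Their median depth was 2787 UMIs, against 14175 in YAP KO and 7484 in DKO.

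The paper finds no EC subcluster enriched for YAP targets. EC subcluster 3 lay at percentile 99.1 of the random lists, and with list genes of at least 100 UMIs, a choice made after seeing the values, at 95.18, inside the central 95%.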

Other observations

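The tests of depth and of doublets for Yap1 in ECs and KCs, and those of neutrophil RNA and of free RNA in NPCs, were planned, and the other tests in this part were chosen only after the results were seen. The first rule for the test of neutrophil RNA counted its value against doublets, and the range that leaves it undecided was set after the value was seen.

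The share of ECs with a Yap1 UMI was higher in YAP KO than in WT before thinning. Depth per cell is a candidate explanation, because after thinning to 1000 UMIs the ratio of shares in EC subcluster 0 was 1.17, with an interval that included 1, although this interval does not exclude a rise. Free RNA was excluded as the source of Yap1 in ECs, since its level in B or T cells of YAP KO and DKO was at most 16.8% of that in ECs. A biological difference between the genotypes was not excluded at this depth.

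In KC subcluster 1, Yap1 could come from RNA of ECs in doublets, because its level in YAP KO was 0.958 times that of a mixture of ECs and the other KCs. This was seen in WT as well, where the value was 1.04. Expression by KCs themselves stays open.

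In cluster 16, RNA of ECs may account for Yap1, which was 0.903 times the level of a mixture of ECs and neutrophils in YAP KO. The value was 0.813 in DKO and 0.543 in WT, where 6 UMIs gave 18.5 CPM (6.80 to 40.3) and the mixture would have 34.1, and no UMI was counted in the 7 cells of TAZ KO. Depth and a higher level in YAP KO cannot be told apart there, because the log2 ratio to WT of 0.83 rests on 6 UMIs in WT. For S100a8 and S100a9, the ratio of other neutrophil genes to S100a8 was 2.55 times that in neutrophils at the median of Retnlg, Csf3r and Cxcr2. Expression in ECs as the only source was excluded, because these genes kept at least 0.296 times their ratio to S100a8 in neutrophils in every library. Doublets with neutrophils alone, and doublets with some expression in ECs, cannot be told apart, since Retnlg was lower than in neutrophils (0.548) and Csf3r and Cxcr2 were higher. Of the single neutrophils, 37.3% had a ratio of Retnlg to S100a8 as high as the cluster.

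Yap1 was higher in TAZ KO than in WT in ECs, KCs and HCs. Transcript length is a candidate explanation for part of the rise. The median log2 ratio of genes matched on length and expression was 0.27 in ECs, 0.37 in KCs and 0.82 in HCs. Yap1 had 0.60, 1.20 and 1.12 by the same measure. It lay at percentile 87.0 of the matched genes in ECs, 80.0 in HCs and 94.6 in KCs, inside their central 95%. That range is wide, from -0.46 to 0.91 in ECs and -1.27 to 1.48 in KCs. The percentiles therefore cannot settle how much of the rise length explains. Ratios of TAZ KO to WT rose with transcript length across genes, with a Spearman correlation of 0.45 in B cells and 0.41 in T cells, and genes are not independent replicates. Scaling to the total was excluded as the whole cause, since the log2 ratio lay above the median of all genes by 0.42 (0.23 to 0.61) in ECs, 0.98 (0.45 to 1.52) in KCs and 0.50 (0.32 to 0.68) in HCs. This replaced a test with other totals, which gave 0.59 in ECs and moved them little. Free RNA was excluded for ECs and HCs, since the rise in B or T cells was at most 16.7% of theirs. For KCs free RNA and expression cannot be told apart, because the rise in B cells was 52.8% of theirs but rests on 4 UMIs in WT, and T cells rose by 0.0409 CPM. The loss of TAZ stays open as an untested explanation.

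The genes Mup11, Mup14 and Mup21, and Mup12 in ECs and Mup7 in KCs, were lower than in WT in ECs and KCs of YAP KO and DKO. They were also lower in TAZ KO, from -11.56 (Mup11, 1 UMI, -16.87 to -9.09) to -2.11 (Mup21) in ECs and from -7.76 to -1.70 in KCs. Free RNA from HCs may account for this, because the median log2 ratio of these 5 genes was -3.42 in B cells, -4.14 in T cells, -3.91 in KCs, -4.81 in ECs and -3.24 in HCs for YAP KO and DKO. The larger fall in ECs than in HCs is one that free RNA could give as well, because the 8 HC marker genes fell there by a like amount, which left a difference of 0.0558 for the Mup genes (0.29 in KCs, 0.28 in B cells and 0.57 in T cells). In YAP KO and DKO taken singly, this difference was -0.19 and 0.15 in ECs, and 0.49 and -0.35 in KCs. It was 0.29 and -0.03 in B cells, and 0.50 and 0.65 in T cells. In KCs the libraries went opposite ways, so that the pooled value shows no like fall there. Reads shared between paralogs were not tested.

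Neutrophils carried 357 CPM of Cxcl2 in WT, 2548 in YAP KO, 60.6 in TAZ KO and 2612 in DKO.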
